# Retinoic Acid Receptor-Dependent, Cell-Autonomous, Endogenous Retinoic Acid Signaling and Its Target Genes in Mouse Collecting Duct Cells

**DOI:** 10.1371/journal.pone.0045725

**Published:** 2012-09-26

**Authors:** Yuen Fei Wong, Patricia D. Wilson, Robert J. Unwin, Jill T. Norman, Matthew Arno, Bruce M. Hendry, Qihe Xu

## Abstract

**Background:**

Vitamin A is necessary for kidney development and has also been linked to regulation of solute and water homeostasis and to protection against kidney stone disease, infection, inflammation, and scarring. Most functions of vitamin A are mediated by its main active form, all-*trans* retinoic acid (tRA), which binds retinoic acid receptors (RARs) to modulate gene expression. We and others have recently reported that renal tRA/RAR activity is confined to the ureteric bud (UB) and collecting duct (CD) cell lineage, suggesting that endogenous tRA/RARs primarily act through regulating gene expression in these cells in embryonic and adult kidney, respectively.

**Methodology/Principal Findings:**

To explore target genes of endogenous tRA/RARs, we employed the mIMCD-3 mouse inner medullary CD cell line, which is a model of CD principal cells and exhibits constitutive tRA/RAR activity as CD principal cells do in vivo. Combining antagonism of RARs, inhibition of tRA synthesis, exposure to exogenous tRA, and gene expression profiling techniques, we have identified 125 genes as candidate targets and validated 20 genes that were highly regulated (Dhrs3, Sprr1a, and Ppbp were the top three). Endogenous tRA/RARs were more important in maintaining, rather than suppressing, constitutive gene expression. Although many identified genes were expressed in UBs and/or CDs, their exact functions in this cell lineage are still poorly defined. Nevertheless, gene ontology analysis suggests that these genes are involved in kidney development, renal functioning, and regulation of tRA signaling.

**Conclusions/Significance:**

A rigorous approach to defining target genes for endogenous tRA/RARs has been established. At the pan-genomic level, genes regulated by endogenous tRA/RARs in a CD cell line have been catalogued for the first time. Such a catalogue will guide further studies on molecular mediators of endogenous tRA/RARs during kidney development and in relation to renal defects associated with vitamin A deficiency.

## Introduction

All-*trans* retinoic acid (tRA) is the primary bioactive form of endogenous retinoids derived from dietary vitamin A and plays important roles in regulating a myriad of physiological events [1]. One of the major mechanisms through which tRA exerts its biological activity is by binding and activating its cognate nuclear receptors, the retinoic acid receptors (RARs) α, β, γ, and retinoid X receptors (RXRs) α, β, γ, which heterodimerize to act as transcription factors, thereby modulating gene transcription [2]. Direct target genes of tRA are often characterized by the presence of one or more retinoic acid response elements (RAREs) in the gene regulatory region, which serve as anchorage points for the RXR-RAR heterodimers [3], [4]. A RARE typically consists of two direct repeats (DR) of the hexameric motif PuG(G/T)TCA, separated by 1, 2, or 5 nucleotides, referred to as DR1, DR2, and DR5, respectively [2]. While DR5 RAREs represents the most potent classical RARE for transcriptional activity regulation, other forms of non-classical RAREs, e.g., hexameric motifs spaced by more than 5 nucleotides, and imperfect hexameric motifs have been described [3]. Other than the canonical tRA/RAR/RARE signaling, various non-canonical signaling events of retinoids, such as RAR-independent signaling and the involvement of ligands other than tRA, have been described [5]. In addition to the multiplicity of retinoid signaling, the presence of endogenous retinoids is also intricately controlled by multiple synthesizing and metabolizing enzymes, including medium-chain and short-chain dehydrogenases, retinaldehyde dehydrogenases (Raldhs), and the cytochrome P450 family 26 [6]. It is thus not surprising that retinoid signaling is highly complex, reflected in its diverse and seemingly paradoxical effects, depending on different cell types and different settings.

It is well established that the endogenous tRA and RARs are indispensable for embryonic kidney development [7]. Even mild gestational vitamin A deficiency leads to a deficit in nephron number, which may predispose the kidney to abnormal development or function when associated with other morbidities [8]. Using *RARE-hsp68-lacZ* mice as a reporter model, we recently described the presence of a RARE reporter signal indicative of RAR-dependent tRA activity in the collecting ducts (CDs) of young and adult mouse kidneys [9]. Our observation of this RARE reporter signal in the CDs is similar to the finding of Rosselot et al., who described the presence of a RARE reporter signal in the ureteric buds (UBs) of embryonic kidney, which are the embryonic precursors of CDs [10]. Thus, RARE activity in healthy kidneys appears to be confined to the UB/CD cell lineage.

The observation of RARE reporter activity in the UB/CD cell lineage has important implications. Initially Batourina et al proposed that kidney stromal mesenchyme is the primary site of action for tRA/RAR signaling in embryonic kidneys; the signal being delivered to the UB to regulate Ret expression, which stimulates ureteric bud branching and initiates kidney development [11]. The same group recently revised this model and proposed that tRA/RAR signaling was actually initiated in the UB cells rather than in the stromal mesenchyme [10]. The revised model is in good concordance with the presence of a RARE reporter signal in UB cells. Nevertheless, tRA/RAR target genes in UB cells remain largely unknown, as are the tRA/RAR target genes in UB-derived CDs. Because RARs are nuclear transcription factors known to regulate gene transcription, and in view of the continuity of tRA/RAR signaling in the UB/CD cell lineage in embryonic and postnatal kidneys [9], [10], it is relevant to explore what genes are under the control of the endogenous tRA/RARs in CD cells.

To explore target genes of endogenous tRA/RARs in the UB/CD cell lineage, we performed microarray experiments using mIMCD-3 as an *in vitro* cell model. mIMCD-3 is a well-characterized inner medullary CD cell line [12], which has been widely used in a variety of studies to explore the functions and activities of UB/CD cells: ion channel signaling [13], [14], signaling during osmotic and hypertonic stress [15], urea signaling [16], and branching morphogenesis [17]. We used two different chemicals to disrupt endogenous tRA/RAR signaling at different stages: (i) AGN193109 [18], a pan-antagonist of RARs, which competes with endogenous tRA for RAR binding, and (ii) 4-(diethylamino)benzaldehyde (DEAB) [19], an inhibitor of Raldhs, which inhibits endogenous tRA biosynthesis. To confirm the specificity of these chemical reagents, exogenous tRA was added simultaneously to determine if their effects could be abolished (Figure 1).

**Figure 1:**
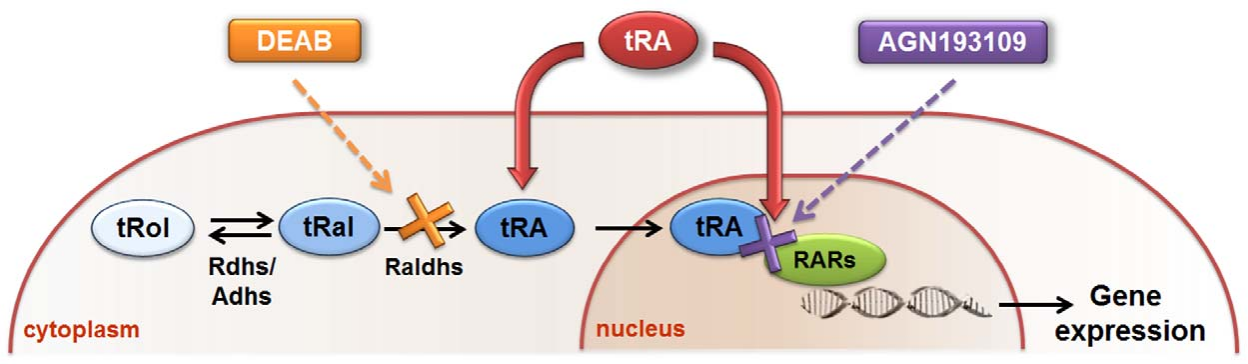
Strategy employed to examine endogenous tRA/RAR signaling and its target genes. In cells, all-*trans* retinol (tRol), i.e., vitamin A, is oxidized reversibly to all-*trans* retinaldehyde (tRal), catalyzed by the enzymes retinol dehydrogenases (Rdhs) or alcohol dehydrogenases (Adhs). tRal is then oxidized irreversibly to all-*trans* retinoic acid (tRA), catalyzed by retinaldehyde dehydrogenases (Raldhs). tRA translocates into cell nucleus to bind and activate retinoic acid receptors (RARs), modulating gene transcription. AGN193109 (purple) and 4-(diethylamino)benzaldehyde (DEAB, orange) were used to compete with tRA for RAR binding and to inhibit Raldhs in the conversion of tRal into tRA, respectively. Specificity of inhibition was confirmed by adding exogenous tRA (red) simultaneously to examine if the effects of AGN193109 and DEAB could be at least partially abolished.

## Results

### The mIMCD-3 Cell Line Simulates CD Cells *in vivo*, Expressing Epithelial and CD Principal Cell Markers and Demonstrating Constitutive tRA/RAR Activity

mIMCD-3 cells expressed E-cadherin, a marker of epithelial cells (Figure 2Ai), and aquaporin 2, a marker of CD principal cells (Figure 2Aii), confirming its epithelial and CD-like phenotype. After confirming the identity of mIMCD-3 cells, we examined the presence of RARE-reporter activity by transfecting the cells with pGL3-RARE-luciferase reporter plasmid. By treating mIMCD-3 cells with AGN193109, basal RARE-luciferase activity was reduced to about 50% of that of the vehicle control group; when exogenous tRA was added with AGN193109, the reduction of RARE-luciferase activity was abolished in a dose-dependent manner (Figure 2Bi). Similarly, when mIMCD-3 cells were treated with DEAB, a reduction of basal RARE-luciferase activity was observed, which was reversed when exogenous tRA was added (Figure 2Bii). Note that the RARE-luciferase activity was reversed to a level similar to the vehicle control group at 0.1 nM tRA; the RARE-luciferase activity was saturated by 1 nM tRA, which was about 1.75-fold of that of the vehicle control group and about 3.5-fold of that of the DEAB-treated group (Figure 2Bii). Under culture conditions, when RARE-luciferase transfected mIMCD-3 cells were treated with exogenous tRA alone, the induction of RARE-luciferase activity was weak and did not reach statistical significance (Figure 2Biii), suggesting that the constitutive RARE activity induced by endogenous tRA/RARs was close to saturation for activating the reporter construct.

**Figure 2:**
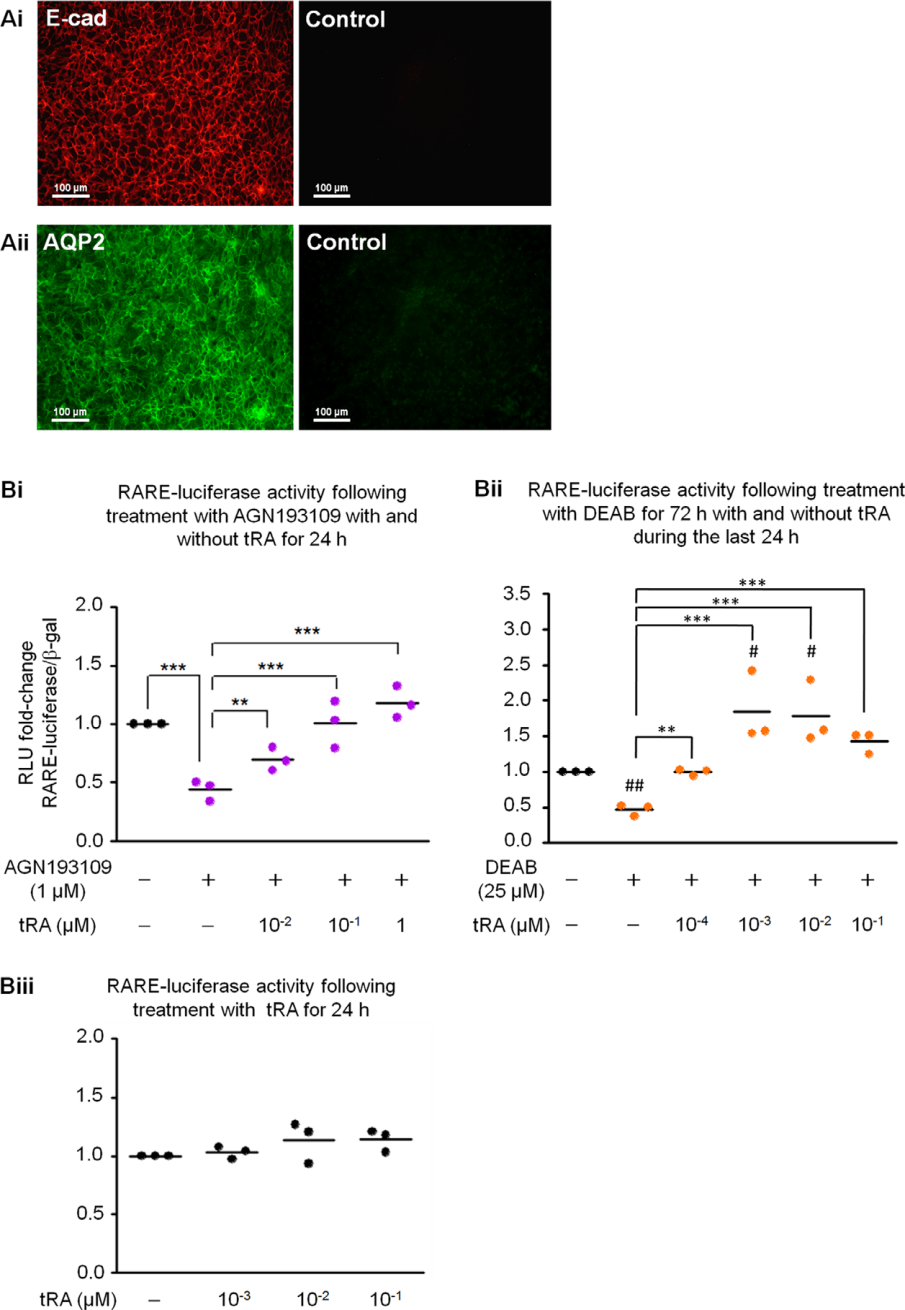
mIMCD-3 cells as an *in vitro* model to examine target genes of endogenous tRA/RARs. mIMCD-3 cells expressed E-cadherin (E-cad) (**Ai**) and aquaporin 2 (AQP2) (**Aii**) proteins. Left panels showed positive staining of specific antibodies, whereas right panels showed negative controls of cells stained with the respective non-immune IgGs. Original magnification was 200×. **Bi.** Treating cells with 1 µM AGN193109 for 24 h resulted in a decrease of RARE-luciferase activity to about 50% of that of the vehicle control group; the reduction was at least partially abolished with simultaneous addition of exogenous tRA at 0.01–1 µM, in a dose-dependent manner. ** and ***: p<0.01 and p<0.001, respectively. **Bii.** Treating cells with 25 µM DEAB for 72 h resulted in a suppression of RARE-luciferase activity to about 50% of that of vehicle control group; when exogenous tRA was added during the last 24 h, the suppression of RARE-luciferase activity was reversed in a dose-dependent manner, saturated at 1 nM tRA. # and ##: p<0.05 and 0<0.01 vs vehicle control group, respectively; ** and ***: p<0.01 and p<0.001 vs DEAB-only group, respectively. **Biii.** When cells were treated with exogenous tRA alone at 0.001–0.1 µM for 24 h, a slight trend of dose-dependent increase of RARE-luciferase activity was noted but the difference was not statistically significant. Each dot represents mean value of triplicates or quadruplicates from a single biological experiment.

### Candidate Target Genes of Endogenous tRA/RARs

Two sets of independent biological experiments (N = 3 each) were performed: (i) cells treated with AGN193109, with and without tRA, to identify candidate genes regulated by RARs, and (ii) cells treated with DEAB, with and without tRA, to identify candidate genes regulated by endogenous tRA. 

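Transcript levels after RAR antagonism were measured in mIMCD-3 cells, a mouse cell line of the inner medullary collecting duct. RNA was hybridized to 9 Affymetrix Mouse Gene 1.0 ST arrays, which measure each gene with probes along its transcripts. The 3 groups of 3 arrays were vehicle (0.1% DMSO plus 0.1% ethanol), 1 µM AGN193109, and 1 µM AGN193109 together with 0.2 µM tRA, all for 24 h. AGN193109 is an antagonist of all RARs. The authors deposited log2 values made with the Robust Multichip Average, which corrects background, normalizes the arrays to each other and summarizes the probes of each transcript cluster. From these values, each pair of groups was compared with a linear model in limma, which moderates each cluster's variance with that of the others. The comparison covered the 23410 transcript clusters with a gene symbol, and p was adjusted by the Benjamini-Hochberg method over all of them. A cluster was called at an adjusted p under 0.05. Replicates of the same number resembled each other across groups, with correlations of residuals of 0.198 to 0.645. The fit was therefore repeated with replicate number as a block, which raised the number of clusters called between AGN193109 and vehicle from 16 to 107. The number of arrays limits the precision, and the median standard error of a log2 fold change was 0.104. Every transcript called without the block came from a cluster with 1 gene symbol and had no overlap between the values of the compared groups.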

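Transcript levels after inhibition of tRA synthesis were measured on 9 further arrays of the same type. The groups, with 3 arrays each, were vehicle, 25 µM DEAB, and 25 µM DEAB together with 0.01 µM tRA, again for 24 h. DEAB inhibits the aldehyde dehydrogenases that make tRA from retinaldehyde. The authors deposited log2 values from the Robust Multichip Average for this experiment too, and the same comparison was made within it. The arrays of the 2 experiments were not compared with each other directly, because their median log2 values were 7.29 and 7.50. Residuals of replicates with the same number had correlations of 0.179 to 0.614. With replicate number as a block, the clusters called between DEAB and vehicle rose from 8 to 71. Every cluster called without the block was also called with it, in both experiments. The median standard error of a log2 fold change was 0.0699.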

Samples taken from these studies were subjected to microarray analysis, in which candidate target genes of endogenous tRA/RARs were defined as those genes regulated in the same direction by both AGN193109 and DEAB, with the regulation partially or completely abolished by exogenous tRA at concentrations used in the earlier studies shown in Figure 2. Partial abolishment included a statistical difference between the “inhibitor-only” and “inhibitor with tRA” groups, or no statistical difference between the “inhibitor with tRA” and “vehicle control” groups.

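Exogenous tRA raised 5 genes above their level with AGN193109 alone and lowered none. Ppbp, a chemokine, rose by a log2 fold change of 2.63 (standard error 0.21, adjusted p = 0.0081 from limma, n = 3 arrays per group). Clca3b, a member of the chloride channel accessory family, rose by 1.45 (standard error 0.13, adjusted p = 0.0097). Plekhs1, a protein with a pleckstrin homology domain, rose by 1.45 (standard error 0.15, adjusted p = 0.0194). Npr3, the clearance receptor for natriuretic peptides, rose by 1.10 (standard error 0.11, adjusted p = 0.0133). Lcn2, a secreted carrier of iron-binding siderophores, rose by 0.96 (standard error 0.11, adjusted p = 0.0412). With DEAB, tRA raised 44 clusters and lowered 32, and without DEAB+tRA replicate 2 these numbers were 16 and 6. The largest increases were in Sprr1a, at 3.55 (standard error 0.23, adjusted p = 4.9e-04), and Ppbp, at 3.51 (standard error 0.22, adjusted p = 4.4e-04). Itga2, which encodes an integrin chain that binds collagen, rose by 1.68 (standard error 0.11, adjusted p = 5.1e-04). Cpm, a carboxypeptidase, rose by 1.61 (standard error 0.15, adjusted p = 0.0031). Sik1, a kinase, rose by 0.90 (standard error 0.04, adjusted p = 5.3e-05). Between inhibitor with tRA and vehicle, no cluster was called by limma in either experiment, while 418 and 1403 clusters had an unadjusted p under 0.05. With replicate number as a block, the counts for tRA against inhibitor alone were 19 and 351, and those against vehicle were 1 and 5. Each of the 5 calls with AGN193109 ended when AGN193109+tRA replicate 2 or replicate 3 was left out, and all 5 ended with only the 6 arrays compared and over all clusters with or without a symbol. Those of Clca3b and Lcn2 also ended with all 18 arrays, and that of Lcn2 with quantile normalization again. The calls of Sprr1a, Ppbp, Itga2, Cpm and Sik1 with DEAB held without any 1 array. The 2 comparisons share the arrays with inhibitor alone, which alone give log2 fold changes a simulated correlation of -0.500 across clusters, against -0.607 and -0.598 found. Opposite signs were found in 67.3% and 62.9% of clusters, against 66.7% and 66.8% simulated. Among clusters with an unadjusted p under 0.05 they were found in 92.9% and 87.7%, against 88.8% and 88.3% simulated. By sign across clusters, the reversal with DEAB did not exceed what the shared arrays give. Of the clusters lowered by the inhibitor, 5 and 8 were raised by tRA, against 0.0032 and 0.015 expected for independent calls. In 20 simulations with the shared arrays alone, 0 clusters were called in both comparisons in either experiment. These simulations held no effect of the inhibitor, so few calls of any kind could arise in them. An inhibitor effect without an effect of tRA was not simulated. Whether the shared arrays give the 5 and 8 clusters was therefore not decided, and part of the excess may come from them.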

Prior to microarray experiments, a small group of pilot reverse-transcription-quantitative polymerase chain reaction (RT-qPCR) studies was performed to examine the expression of a few genes of interest to verify the effectiveness of our strategy, as well as to guide the process of shortlisting target genes in the ensuing microarray studies. For this purpose, we selected Bmp7, Foxa1, Pax2, and Wnt7b, which have been implicated in kidney development, water transport, and defense/protection mechanism against injury [15], [20], [21], [22], [23]. These genes have been reported in other systems to be regulated by tRA with or without known functional RARE [24], [25], [26], [27]. As shown in Figure 3, Bmp7 and Foxa1 mRNAs were suppressed by both AGN193109 and DEAB; the suppression was at least partially abolished when exogenous tRA was added simultaneously. On the other hand, Wnt7b and Pax2 mRNAs were not significantly regulated by either AGN193109 or by DEAB (data not shown).

**Figure 3:**
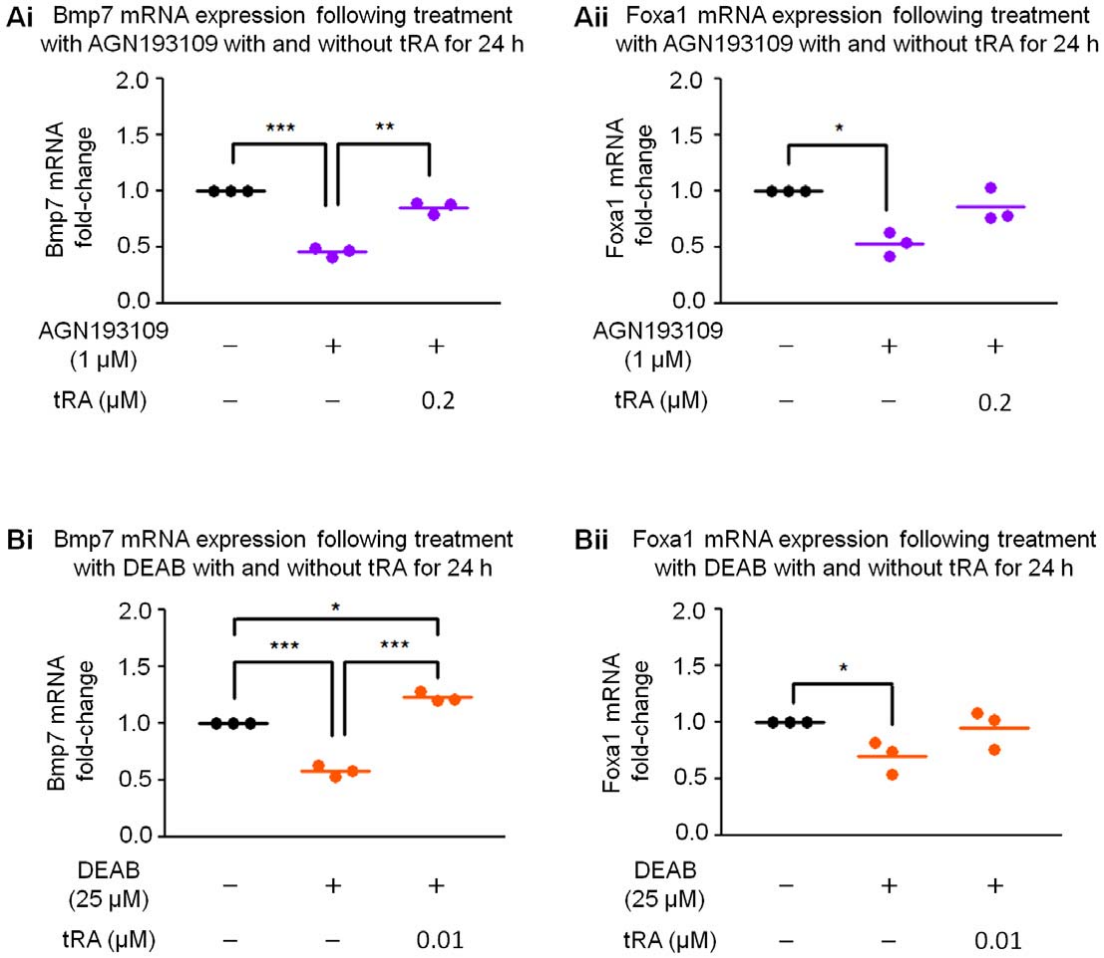
Regulation of Bmp7 and Foxa1 by AGN193109 and 4-(diethylamino)benzaldehyde (DEAB) in pilot study. mRNA expression of Bmp7 (**Ai**) and Foxa1 (**Aii**) was suppressed by AGN193109; the suppression was at least partially abolished in the presence of 0.2 µM tRA. **Bi.** Bmp7 mRNA was suppressed by DEAB; the suppression was reversed to a level slightly higher than basal level in the presence of 0.01 µM tRA. **Bii.** Expression of Foxa1 mRNA was suppressed by DEAB; the suppression was partially abolished in the presence of 0.01 µM tRA. Each dot represents mean value of three technical replicates from a single biological experiment. *, **, and ***: p<0.05, p<0.01, and p<0.001, respectively.

Given that the magnitude of regulation for Foxa1 was lower than that of Bmp7, and the effects of exogenous tRA did not reach significance, Foxa1 was used as a cut-off threshold for shortlisting candidate target genes (details described in the Materials and Methods section): 403 and 439 unique genes were generated from AGN193109 experiments and DEAB experiments, respectively. 

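AGN193109 lowered 15 genes and raised 1 against vehicle, and DEAB lowered 8 genes and raised none. With AGN193109, Ppbp fell by 3.25 on the log2 scale (standard error 0.21, adjusted p = 0.0012 from limma, n = 3 arrays per group). Plekhs1 fell by 2.12 (standard error 0.15, adjusted p = 0.0013), and Ebf1, a transcription factor, fell by 1.41 (standard error 0.13, adjusted p = 0.0044). Lcn2 fell by 1.31 (standard error 0.11, adjusted p = 0.0034), and Npr3 fell by 1.15 (standard error 0.11, adjusted p = 0.0046). Smad3, which carries signals of TGF-beta receptors, fell by 0.80 (standard error 0.07, adjusted p = 0.0034). With DEAB, Sorcs2, a sortilin-family receptor, fell by 1.04 (standard error 0.06, adjusted p = 8.2e-04). Sik1 fell by 0.62 (standard error 0.04, adjusted p = 0.0012), and Zfp36l1, which destabilizes mRNAs, fell by 0.47 (standard error 0.04, adjusted p = 0.0042). These calls held whichever 1 of the 9 arrays of their experiment was left out, but those of Sik1 and Zfp36l1 ended when all 18 arrays were fitted together. With only the 6 arrays compared, 2 clusters were called with AGN193109, so at least 4 of the 6 genes named for it lost their call, and 5 with DEAB. Over all clusters with or without a symbol, 8 and 6 were called. Gsr, which encodes glutathione reductase, fell by 0.50 with DEAB (standard error 0.05, adjusted p = 0.0184), a call that ended without any 1 of 6 arrays and with all 18 arrays. Foxa1, a forkhead transcription factor on chromosome 12 of GRCm38 from 57540628 to 57548029, had a level of 9.06 ± 0.09 (SD, n = 3) with AGN193109 and 9.30 ± 0.16 (SD, n = 3) with vehicle. Its difference was -0.24 (standard error 0.09, adjusted p = 1.00). With DEAB its level was 9.56 ± 0.04 (SD, n = 3) against 9.71 ± 0.05 (SD, n = 3) in vehicle, a difference of -0.15 (standard error 0.04, adjusted p = 1.00). The shortlisting was rebuilt as an F-test over the 3 groups, after a filter on each cluster's SD at the thresholds stated in the paper. Foxa1 then had a q of 1.00 in the AGN193109 experiment and 0.331 in the DEAB experiment, and of 0.388 and 0.175 with replicate number as a block, which pass the paper's thresholds. The rebuilt short-lists held 32 and 112 clusters. The q thresholds of 0.65 and 0.30 allow for 20.8 and 33.6 false clusters among them, which is a nominal expectation. In regroupings that keep 1 array of each replicate number in a group, the highest other lists held 9 and 3 clusters. With replicate number as a block, the rebuilt short-lists held 919 and 776 clusters. With the block over all clusters with or without a symbol, chosen after the values were seen, they held 500 and 520. These included 403 of the paper's 403 clusters and 438 of its 439, and Foxa1 had a q of 0.621 and 0.273. Without the block, the AGN193109 short-list held 9 clusters without vehicle replicate 1 and 51 without vehicle replicate 2. The DEAB short-list then held 43 without DEAB replicate 2.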

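Itga2, Plekhs1 and Ppbp were lowered by both AGN193109 and DEAB, against 0.0051 clusters expected if the calls of the 2 experiments were independent. Itga2 lies on chromosome 13 of GRCm38 from 114833081 to 114932100. Its log2 level was 9.19 ± 0.36 (SD, n = 3) with AGN193109 and 10.88 ± 0.27 (SD, n = 3) with vehicle, a difference of -1.69 (standard error 0.18, adjusted p = 0.0119 from limma). In the DEAB experiment, it was 10.02 ± 0.17 (SD, n = 3) with the inhibitor and 11.38 ± 0.17 (SD, n = 3) with vehicle, a difference of -1.36 (standard error 0.11, adjusted p = 0.0042). Plekhs1, on chromosome 19 from 56457275 to 56486729, fell by 1.23 with DEAB (standard error 0.08, adjusted p = 0.0012). The call of Itga2 with AGN193109 ended without vehicle replicate 1, AGN193109 replicate 1 or vehicle replicate 2. No gene was raised by both inhibitors. With replicate number as a block, 45 clusters were lowered by both, including Cpm, Ebf1, Lcn2, Npr3, Smad3, Sorcs2 and Sprr1a, and none was raised by both. The rebuilt short-lists had 11 clusters in common, 10 lower and 1 higher with both inhibitors, against 0.153 expected if independent. All 11 moved back toward vehicle with tRA in both experiments. The arrays with inhibitor alone enter both comparisons and favor this direction. In simulation, shared arrays alone gave opposite signs in 88.8% and 88.3% of clusters with an unadjusted p under 0.05. By its direction alone, the return of the 11 clusters therefore cannot tell a reversal by tRA from the shared arrays. For clusters called by limma, shared arrays alone gave 0 called in both comparisons in simulation. Found were 5 with AGN193109 and 8 with DEAB, lowered by the inhibitor and raised by tRA. The simulation held no effect of the inhibitor, so few calls could arise in it. Its 0 therefore cannot decide whether the shared arrays give these calls. The number in common was 4 without vehicle replicate 1 of the AGN193109 experiment and 6 or 7 without any 1 of 7 other arrays. It was between 6 and 62 with other readings of the thresholds (62 with the moderated F-test) and 283 with replicate number as a block. With the block over all clusters, chosen after the values were seen, it was 139, beside the paper's 133. Of these, 132 had the same direction and moved back with tRA, 100 lower and 32 higher. The vehicle arrays of the 2 experiments are different arrays.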

As shown in Figure 4A, there were 133 overlapping genes; of these, 125 were similarly regulated by AGN193109 and by DEAB, and the regulation was at least partially abolished in the simultaneous presence of exogenous tRA. These 125 genes were categorized as the group 1 genes that represent specific target genes of endogenous tRA/RARs. In addition to the group 1 genes, there were 213 genes designated as group 2 genes that were regulated only by AGN193109, but not DEAB. These were candidate genes regulated by RARs, but not endogenous tRA. 

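The 94 suppressed genes had a median log2 fold change of -0.66 with AGN193109 and -0.40 with DEAB, and those of the 31 induced genes with a gene symbol on the array, 30 clusters, had medians of 0.40 and 0.21. With tRA, all 94 moved upward from their level with the inhibitor alone and all 30 moved downward, in both experiments. With AGN193109 and tRA, the 94 stood at a median of -0.23 against vehicle, with 85 still below it. With DEAB and tRA, they stood at 0.14, and 87 were above vehicle. The 30 induced clusters stood at 0.02 with AGN193109 and tRA and at -0.21 with DEAB and tRA, where all 30 were below vehicle. Among the 94, Ebf1 had a log2 difference of 1.69 when tRA was added to DEAB (standard error 0.33, adjusted p = 0.119 from limma), and the same comparison with replicate number as a block gave an adjusted p of 2.1e-05. Smad3 rose by 0.60 (standard error 0.07, adjusted p = 0.0106), a call that ended without DEAB replicate 2, DEAB+tRA replicate 2 or DEAB replicate 3. Sorcs2 rose by 1.27 (standard error 0.06, adjusted p = 5.3e-05). When tRA was added to DEAB, 29 of the 94 were called higher over all clusters, and 85 when adjusted over the list alone. When it was added to AGN193109, these numbers were 5 and 51. Of the 30, 11 were called lower with DEAB and tRA (25 when adjusted over the list alone) and none with AGN193109 and tRA (18 when adjusted over the list alone). Over all clusters with replicate number as a block, tRA raised 85 of the 94 with DEAB and 15 with AGN193109. In that fit it lowered 28 of the 30 with DEAB and none with AGN193109. The study chose the 2 lists on these arrays, partly by this reversal, so they are not independent evidence for it.

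**Figure D1:**
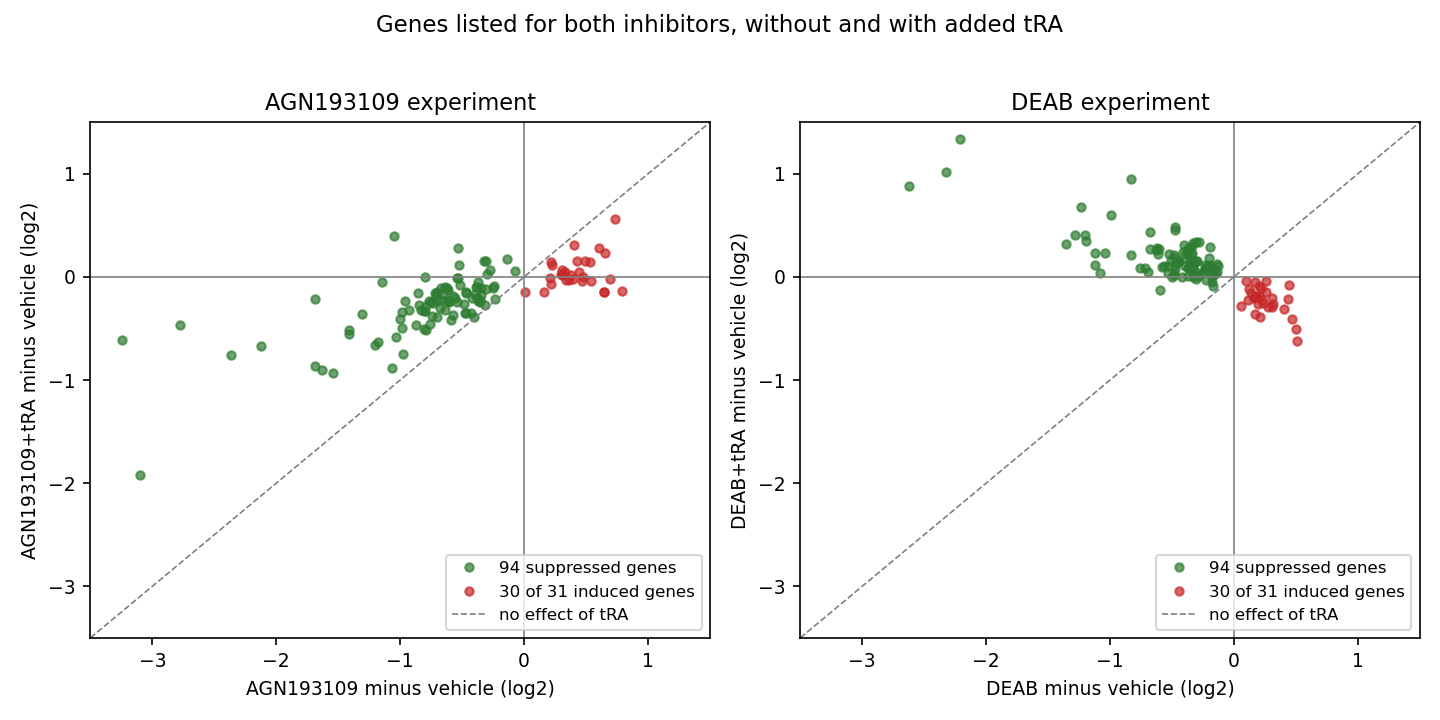
Log2 fold change against vehicle with the inhibitor alone (x axis) and with inhibitor and tRA (y axis), for the 94 suppressed genes (green) and the 30 induced clusters (red), in the AGN193109 and DEAB experiments. Each point is the mean of 3 arrays against 3, the dashed line marks no effect of tRA, and all 94 green points lie above it and all 30 red points below it.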

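Most of the genes listed for AGN193109 alone had a smaller log2 fold change of the same sign with DEAB. G930009F23Rik, an uncharacterized gene, fell by 0.87 with AGN193109 (standard error 0.10, adjusted p = 0.0195 from limma, n = 3 arrays per group) and had -0.39 with DEAB (standard error 0.13, adjusted p = 1.00). Adgra2, an adhesion receptor, fell by 0.77 with AGN193109 (standard error 0.08, adjusted p = 0.0085) and had -0.41 with DEAB (standard error 0.14, adjusted p = 1.00). Both calls ended without vehicle replicate 1, AGN193109 replicate 2 or AGN193109 replicate 3, and that of G930009F23Rik also without AGN193109 replicate 1 or vehicle replicate 2. Tcim, the most induced of those with a gene symbol, had 1.05 with AGN193109 (standard error 0.17, adjusted p = 0.101) and 0.32 with DEAB (standard error 0.22, adjusted p = 1.00). Psca, a surface antigen, had -0.87 (standard error 0.26, adjusted p = 1.00) and -0.41 (standard error 0.11, adjusted p = 0.871). Spry4, a feedback inhibitor of ERK signaling, had 0.70 (standard error 0.17, adjusted p = 0.634) and 0.43 (standard error 0.30, adjusted p = 1.00). With replicate number as a block, the adjusted p with AGN193109 was 0.0021 for Tcim, 0.0011 for Psca and 0.0369 for Spry4. Of the 253 clusters of the list with a gene symbol, 2 were called lower with AGN193109 and none higher. When adjusted over the list alone, 24 were lower and 16 higher. Over all clusters with replicate number as a block, 16 were lower and 12 higher. The log2 fold changes of the 253 had the same sign with DEAB in 203 clusters (80.2%), against 52.1% of clusters in none of the study's lists. The difference between the effects of the inhibitors was tested directly as an interaction. No cluster of all 23410 was called by limma (539 had an unadjusted p under 0.05), and none of the 253 passed when adjusted over the list alone. Over all clusters of simulated data, this test found 5.2% of 1.3-fold and 31.2% of 1.5-fold differences. A lack of calls therefore does not exclude differences of these sizes. Tmem251 had opposite signs, at 0.30 against -0.19 (difference 0.49, standard error 0.17). With the replicate number as a block, 62 of the 253 passed when adjusted over the list alone. The study chose the list on these arrays, so it is not independent evidence of a difference between inhibitors. From regulation by AGN193109 and not by DEAB, the paper proposes genes regulated by RARs without endogenous tRA. That proposal covers only the listed genes whose regulation tRA at least partly abolished. The 253 clusters are the whole list, and 199 of them moved back on average when tRA was added to AGN193109. The share of the same sign was not computed for the paper's smaller set.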

There were 266 additional genes designated as group 3 genes that were regulated only by DEAB, but not AGN193109. They were considered as candidate genes regulated by endogenous tRA, but independent of RARs (Figure 4A). 

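The genes listed for DEAB alone had absolute log2 fold changes of about the same median size with AGN193109. Their median absolute value was 0.146 with DEAB and 0.151 with AGN193109, over 289 clusters with a gene symbol. In clusters of none of the study's lists it was 0.046 with DEAB and 0.064 with AGN193109, so noise adds unequally to the 2 values. Taken in the direction of the DEAB change, the median with AGN193109 was 0.130. The similar absolute sizes therefore do not show an equal response. Fgfbp1, a carrier of fibroblast growth factors, had 0.57 with DEAB (standard error 0.12, adjusted p = 0.477 from limma, n = 3 arrays per group) and 0.18 with AGN193109 (standard error 0.18, adjusted p = 1.00). Dcdc2a, a doublecortin-domain protein, had -0.55 with DEAB (standard error 0.07, adjusted p = 0.0604) and -0.40 with AGN193109 (standard error 0.23, adjusted p = 1.00). Cpne8, a copine, had -0.52 with DEAB (standard error 0.08, adjusted p = 0.139) and -0.51 with AGN193109 (standard error 0.14, adjusted p = 0.779). Gstm6, a glutathione transferase, had -0.55 with DEAB (standard error 0.18, adjusted p = 1.00) and -0.11 with AGN193109 (standard error 0.14, adjusted p = 1.00). Serpinb5, a serpin, had 0.40 with DEAB (standard error 0.30, adjusted p = 1.00) and 0.88 with AGN193109 (standard error 0.17, adjusted p = 0.232). With tRA added to DEAB, Fgfbp1 fell by 0.97 (standard error 0.12, adjusted p = 0.0161), a call that ended without any 1 of 5 arrays. Dcdc2a rose by 0.86 (standard error 0.07, adjusted p = 0.0018), which ended when the arrays of both experiments were fitted together. After blocking on replicate number, the adjusted p with DEAB was 0.0180 for Dcdc2a, 0.0226 for Cpne8 and 0.0439 for Serpinb5. Of the 289 clusters, none was called by limma between DEAB and vehicle over all clusters (948 of which had an unadjusted p under 0.05). When adjusted over the list alone, 20 were lower and 21 higher. Over all clusters with replicate number as a block, 14 were lower and 3 higher. The sign was the same with AGN193109 in 235 clusters (81.3%). In the interaction test, 10 of the 289 had an unadjusted p under 0.05 and none passed when adjusted over the list alone, with or without the replicate block (smallest adjusted p = 0.0669 with it). Abcd2, a peroxisomal transporter picked after its values were seen, had the smallest p among them, at -0.29 with DEAB and 0.13 with AGN193109 (difference 0.42, standard error 0.10). The study chose this list on these arrays, so it is not independent evidence. From regulation by DEAB and not by AGN193109, the paper proposes regulation by endogenous tRA that does not need RARs. Here too, the proposal covers only the listed genes whose regulation tRA at least partly abolished. The 289 clusters are the whole list, and 250 of them moved back on average when tRA was added to DEAB. For the paper's smaller set, the share of the same sign was not computed.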

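Ppbp, Dhrs3, Sprr1a, Cpm, Plekhs1, Itga2, Tns1 and Csn3 were among the 10 genes of the study's lists with the largest log2 fold changes for both inhibitors, and all were lower. The other places were held by Klhdc7a and Sorcs2 for AGN193109 and by Ebf1 and Muc20 for DEAB. Sorcs2 and Ebf1 each had -1.41 with AGN193109, on either side of rank 10. Of the 20 largest for each inhibitor, 16 were in common. Rida, an enzyme that removes reactive imines, was among the 20 for DEAB only, at -0.72 with DEAB and -0.98 with AGN193109. Mab21l4 was among the 20 for AGN193109 only, at -1.21 with AGN193109 and -0.50 with DEAB. Over all 23410 clusters, 17 of the 20 largest and 8 of the 10 largest were in common. In the rebuilt short-lists of 32 and 112 clusters, 5 of the 20 largest and 4 of the 10 largest were. Across all clusters, the log2 fold changes of the 2 inhibitors had a Pearson correlation of 0.358, and in the 22736 clusters outside the study's lists it was 0.105. From the overlap of the largest changes, the paper proposes that the most regulated genes depend on both tRA and RARs.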

When the genes were ranked by fold-changes, 16 out of the top 20 and 9 out of the top 10 most highly regulated genes overlapped (Figure 4B and 4C), suggesting that the most regulated genes were dependent on both tRA and RARs. Thus, further analysis was focused on the tRA/RAR-dependent genes (group 1).

**Figure 4:**
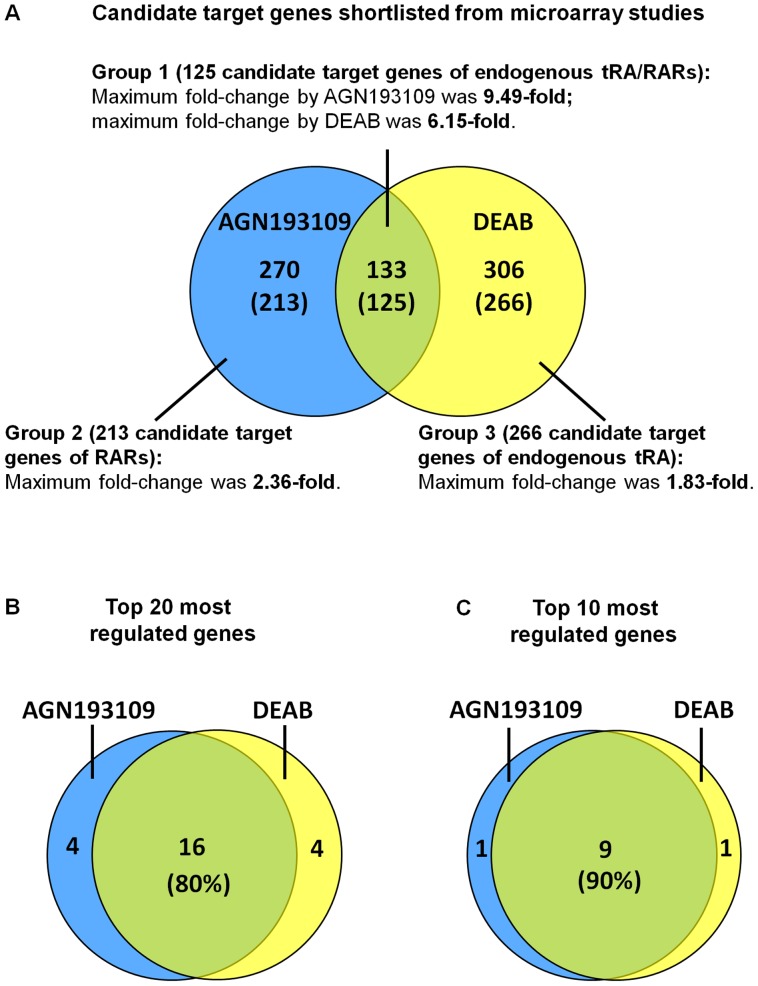
Candidate target genes short-listed from microarray experiments. A. A total of 403 and 439 unique genes were short-listed from AGN193109 experiment and DEAB experiment, respectively. 133 genes were regulated by AGN193109 and DEAB; among them, 125 genes (designated as group 1 genes), were regulated by AGN193109 and DEAB at similar directions, which the regulation was at least partially abolished in the simultaneous presence of exogenous tRA. 270 genes were regulated only by AGN193109, of which regulation of 213 genes (designated as group 2 genes) was at least partially abolished in the simultaneous presence of exogenous tRA; 306 genes were regulated only by DEAB, of which regulation of 266 genes (designated as group 3 genes) was at least partially abolished in the simultaneous presence of exogenous tRA. Note that the fold-changes of intersected genes were higher than those of non-intersected genes. When ranked based on fold-changes, 80% of the top 20 most regulated genes (**B**) and 90% of the top 10 most regulated genes were overlapped (**C**).

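Clusters listed for both inhibitors had larger log2 fold changes than clusters listed for one. With AGN193109, the median absolute value was 0.661 in the 94 suppressed genes, 0.400 in the 30 induced clusters and 0.281 in the 253 clusters listed for AGN193109 only. With DEAB, it was 0.395, 0.212 and, in the 289 clusters listed for DEAB only, 0.146. Among the clusters with a gene symbol, the largest change of the AGN193109-only list was in Tcim, which encodes a regulator of transcription, at a fold change of 2.07. The largest of the DEAB-only list was in Slc16a12, a transporter, at 1.83-fold lower with DEAB, and its log2 fold change with AGN193109 was -0.84. Gabrp, a subunit of the GABA-A receptor on the DEAB-only list, had -1.39 with AGN193109 and -0.73 with DEAB. Both were picked after their values were seen. Clusters listed for both inhibitors had to pass a threshold in both experiments, and how much of the difference in size this gives was not tested.

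**Figure D2:**
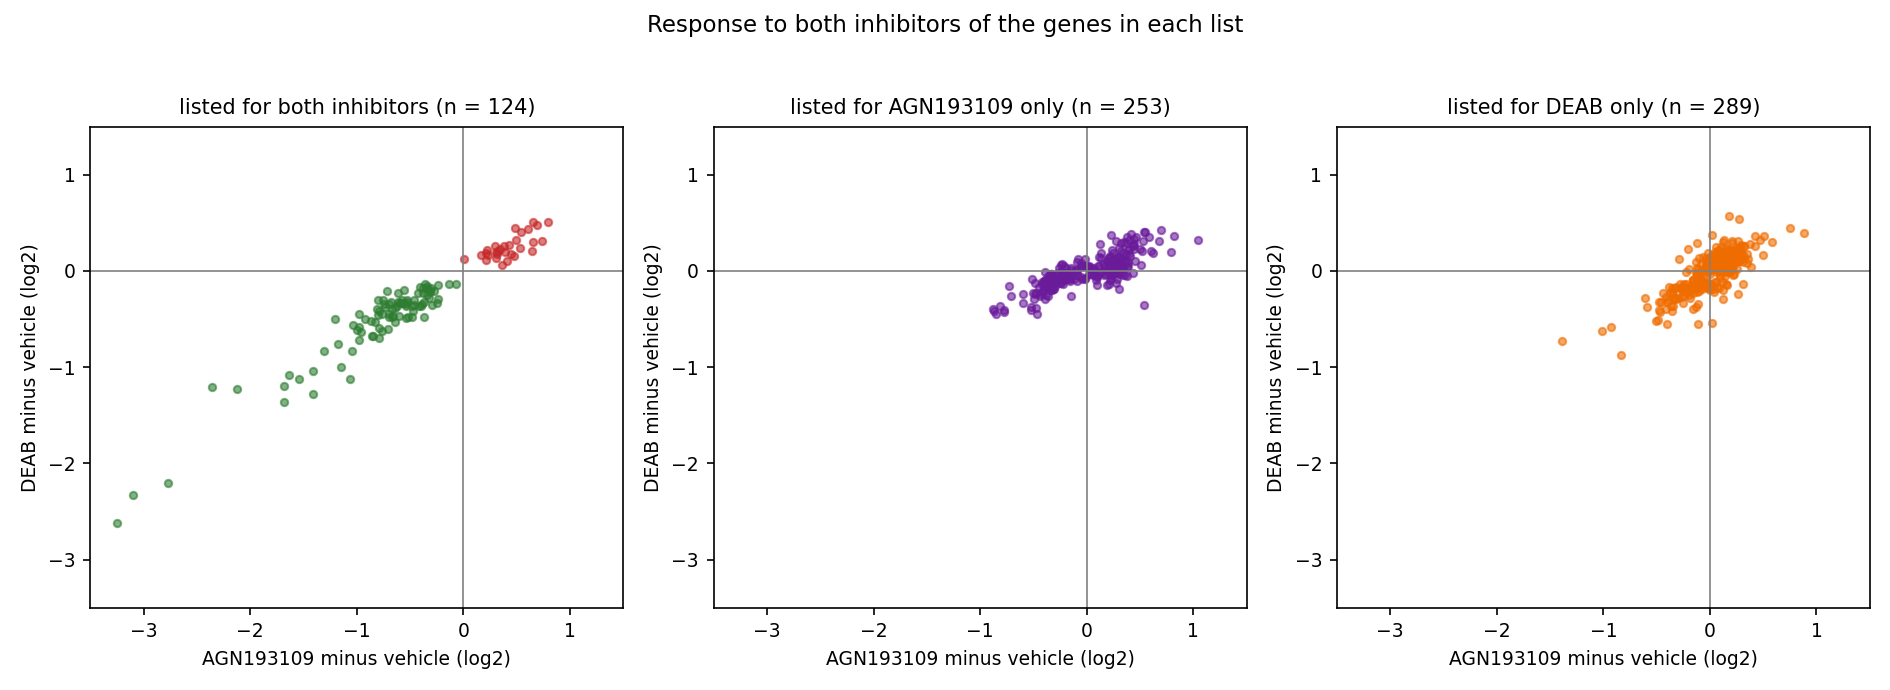
Log2 fold change with AGN193109 (x axis) and with DEAB (y axis), each against its own vehicle, for clusters listed for both inhibitors (n = 124), for AGN193109 only (n = 253) and for DEAB only (n = 289). Each point is the mean of 3 arrays against 3, and the median absolute value of each list for 1 inhibitor is smaller on both axes.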

The number and fold-changes of all group 1 genes are summarized in Figure 5. The total number of genes suppressed by both AGN193109 and DEAB were approximately 3-fold more than those induced by both AGN193109 and DEAB. Of note, there were 19 and 12 genes suppressed by AGN193109 and DEAB by 2-fold or more, respectively, but none was induced by 2-fold or more, indicating that tRA/RARs play a more important role in maintaining, rather than suppressing, gene expression. 

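No induced cluster reached a fold change of 2 with either inhibitor, and the suppressed genes reached 9.49 with AGN193109 and 6.15 with DEAB, both in Ppbp. Of the 94 suppressed genes, 18 were lower by 2-fold or more with AGN193109, 38 by 1.5-fold to 2-fold and 38 by less. Slc37a1, which encodes a sugar-phosphate exchanger, lay at the limit with a fold change of 2.00. With DEAB, the same numbers were 12, 13 and 69, and Npr3, at 1.99, lay just outside. Of the 30 induced clusters, 7 were higher by 1.5-fold to 2-fold with AGN193109 and 23 by less, and all 30 were under 1.5-fold with DEAB. The largest were Anxa8 with AGN193109, at 1.73, and Anxa8 with DEAB, at 1.43. The median fold changes were 1.58 and 1.32 for the suppressed genes and 1.32 and 1.16 for the induced clusters. In limma over all clusters, 13 of the 94 were called lower with AGN193109 and 8 with DEAB, and of the 30, 1 was called higher with AGN193109 (Peg10) and none with DEAB. Adjusted over the list alone, these numbers were 85, 74, 20 and 10, and with replicate number as a block over all clusters 63, 47, 8 and 1. The study chose these genes on the same arrays, so the sizes are not independent evidence. From the excess of suppressed genes and their larger fold changes, the paper concludes that tRA and RARs maintain expression more than they suppress it.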

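Peg10, an imprinted gene derived from a retrotransposon, was the only gene called higher with an inhibitor over all clusters in the limma fit per experiment without a block. Its log2 level was 10.39 ± 0.09 (SD, n = 3) with AGN193109 and 9.79 ± 0.06 (SD, n = 3) with vehicle, a difference of 0.61 (standard error 0.07, adjusted p = 0.0195). This call ended without any 1 of 7 of the 9 arrays and with all 18 arrays. With DEAB, Peg10 had a difference of 0.44 (standard error 0.24, adjusted p = 1.00). Anxa8, an annexin, had 0.79 with AGN193109 (standard error 0.17, adjusted p = 0.388) and 0.51 with DEAB (standard error 0.17, adjusted p = 1.00). Ahnak2, a large scaffold protein, had 0.65 with AGN193109 (standard error 0.13, adjusted p = 0.282) and 0.50 with DEAB (standard error 0.08, adjusted p = 0.162). Ptgs2, the inducible cyclooxygenase, had 0.74 (standard error 0.19, adjusted p = 0.722) and 0.31 (standard error 0.28, adjusted p = 1.00). Ndrg1, a gene responsive to stress and hypoxia, had 0.54 (standard error 0.13, adjusted p = 0.630) and 0.40 (standard error 0.06, adjusted p = 0.143). When tRA was added to DEAB, some of the induced genes fell, but Peg10 and Ptgs2 were not called. Ahnak2 fell by 1.01 (standard error 0.08, adjusted p = 0.0018), Gsdma, a gasdermin, by 0.88 (standard error 0.08, adjusted p = 0.0027), and Ndrg1 fell by 0.72 (standard error 0.06, adjusted p = 0.0027), each call holding without any 1 array, although that of Gsdma ended when all 18 arrays were fitted together. Anxa8 fell by 1.14 (standard error 0.17, adjusted p = 0.0379), which ended without any 1 of 8 arrays. With tRA added to AGN193109, Ahnak2 had -0.79 (standard error 0.13, adjusted p = 0.290), and none of the induced genes was called. In the fit with replicate number as a block, the adjusted p with AGN193109 was 0.0395 for Anxa8 and 0.0107 for Ptgs2.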

The top 20 most down- and up-regulated genes within group 1 are listed in Table 1 and Table 2, respectively. The complete lists of genes regulated by AGN193109 and by DEAB, genes regulated only by AGN193109 and genes regulated only by DEAB, are compiled in Tables S1, S2, S3. Original raw data of microarray experiments have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE33955 (http://www.ncbi.nlm.nih.gov/geo/query/acc. cgi?acc = GSE33955).

**Table 1:** Top 20 most down-regulated genes.

	Gene Symbol	AGN193109	AGN193109+ tRA	DEAB	DEAB + tRA	Entrez Genes
1.	Ppbp	−9.49	−1.53	−6.15	+1.85	57349
2.	Dhrs3	−8.59	−3.78	−5.02	+2.03	20148
3.	Sprr1a	−6.85	−1.38	−4.62	+2.53	20753
4.	Cpm	−5.15	−1.69	−2.30	+1.33	70574
5.	9930023K05Rik	−4.36	−1.59	−2.35	+1.60	226245
6.	Tns1	−3.22	−1.82	−2.29	+1.27	21961
7.	Itga2	−3.22	−1.16	−2.56	+1.25	16398
8.	Klhdc7a	−3.10	−1.87	−2.11	+1.03	242721
9.	Csn3	−2.91	−1.91	−2.18	+1.18	12994
10.	Sorcs2	−2.66	−1.46	−2.05	+1.18	81840
11.	Ebf1	−2.66	−1.43	−2.43	+1.33	13591
12.	Lcn2	−2.48	−1.28	−1.78	+1.16	16819
13.	2310007B03Rik	−2.31	−1.58	−1.42	1.00	71874
14.	Galns	−2.27	−1.55	−1.69	+1.07	50917
15.	Npr3	−2.21	−1.03	−1.99	+1.52	18162
16.	Muc20	−2.09	−1.84	−2.18	+1.08	224116
17.	Clca4	−2.07	+1.31	−1.78	+1.94	229927
18.	Upk3b	−2.05	−1.50	−1.47	+1.07	100647
19.	Slc37a1	−2.00	−1.33	−1.53	+1.16	224674
20.	Hrsp12	−1.98	−1.27	−1.65	+1.06	15473

Shown here are mean fold-changes of gene expression compared to vehicle control from three experimental groups. Genes were sorted by fold-changes of AGN193109 group compared to vehicle group. Minus and plus numbers indicate folds of suppression and induction, respectively, in comparison to the vehicle control group, which was normalized as 1.

**Table 2:** Top 20 most up-regulated genes.

	Gene Symbol	AGN193109	AGN193109+tRA	DEAB	DEAB+tRA	Entrez Gene
1.	Anxa8	+1.73	−1.10	+1.43	−1.54	11752
2.	Ptgs2	+1.67	+1.48	+1.24	−1.23	19225
3.	Gsdma	+1.61	−1.01	+1.39	−1.33	57911
4.	Cpeb2	+1.57	+1.18	+1.24	−1.15	231207
5.	Ahnak2	+1.57	−1.11	+1.42	−1.42	100041194
6.	Casp14	+1.56	−1.11	+1.16	−1.31	12365
7.	Peg10	+1.52	+1.21	+1.35	−1.16	170676
8.	Ndrg1	+1.45	−1.02	+1.32	−1.24	17988
9.	Rnf39	+1.45	+1.11	+1.18	−1.19	386454
10.	Pkp1	+1.40	+1.11	+1.25	−1.20	18772
11.	Alcam	+1.39	1.00	+1.36	−1.05	11658
12.	Timp3	+1.39	−1.03	+1.12	−1.15	21859
13.	Adora1	+1.38	+1.15	+1.27	−1.08	11539
14.	Car5b	+1.36	+1.03	+1.13	−1.28	56078
15.	Atp6v0a4///D630045J12Rik	+1.34	+1.11	+1.21	−1.23	140494///330286
16.	Egr1	+1.33	+1.24	+1.07	−1.02	13653
17.	Ly6c1///Ly6c2	+1.31	−1.01	+1.14	−1.20	17067///100041546
18.	Cav1	+1.30	+1.02	+1.20	−1.11	12389
19.	Lama3	+1.28	−1.02	+1.04	−1.21	16774
20.	Lmna	+1.26	−1.02	+1.17	−1.17	16905

Shown here are mean fold-changes of gene expression compared to vehicle control from three experimental groups. Genes were sorted by fold-changes of AGN193109 group compared to vehicle group. Minus and plus numbers indicate folds of suppression and induction, respectively, in comparison to the vehicle control group, which was normalized as 1.

**Figure 5:**
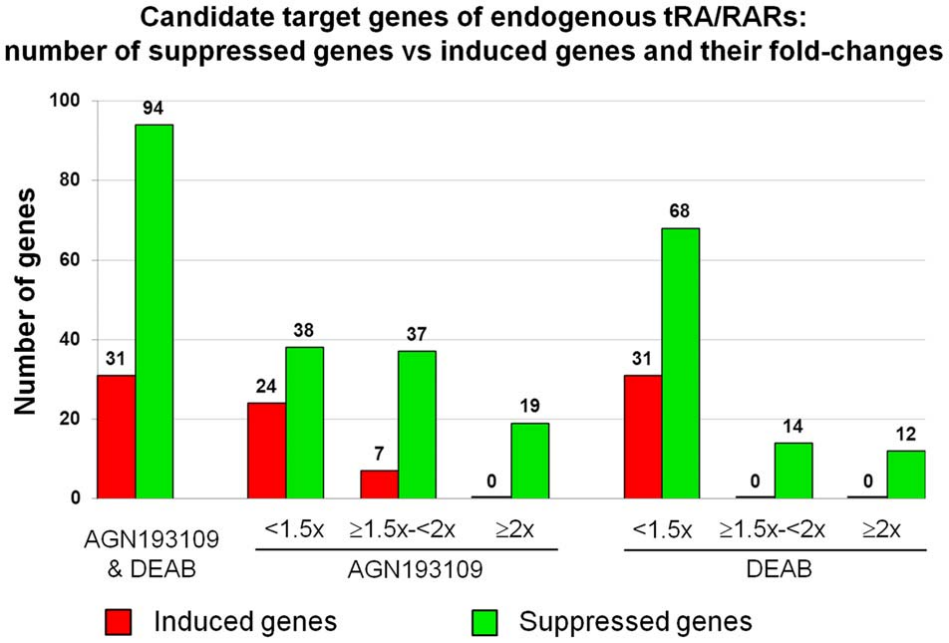
Candidate target genes of endogenous tRA/RARs: number of induced and suppressed genes. A total of 31 and 94 genes were up-(red) and down-(green) regulated, respectively, by AGN193109 and by DEAB; regulation of these genes were at least partially abolished in the presence of tRA. Of the 31 up-regulated genes, 24 were up-regulated by AGN193109 by less than 1.5-fold, 7 by more than 1.5-fold but less than 2-fold, and none by 2-fold and more; none of the genes were up-regulated by DEAB by 1.5-fold and more. Of the 94 down-regulated genes, 38 were down-regulated by AGN193109 by less than 1.5-fold, 37 by more than 1.5-fold but less than 2-fold, and 19 by 2-fold and more; 68 were down-regulated by DEAB by less than 1.5-fold, 14 by more than 1.5-fold but less than 2-fold, and 12 by 2-fold and more.

### Validation of Microarray Results

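Dhrs3, Sprr1a, Cpm, Tns1, Csn3, Sorcs2, Galns, Klhdc7a and Muc20 were lower with both inhibitors on average. Cpm had a log2 level of 8.79 ± 0.69 (SD, n = 3) with AGN193109 and 11.15 ± 0.56 (SD, n = 3) with vehicle, a difference of -2.36 (standard error 0.39, adjusted p = 0.118 from limma). With DEAB, its difference was -1.20 (standard error 0.15, adjusted p = 0.0509). Klhdc7a, a kelch-domain protein, fell by 1.63 with AGN193109 (standard error 0.21, adjusted p = 0.0313), a call that ended without any 1 of 6 arrays. Tns1, which links integrins to actin, had -1.69 with AGN193109 (standard error 0.44, adjusted p = 0.723) and -1.20 with DEAB (standard error 0.35, adjusted p = 1.00) in its most changed cluster, while its 6 clusters ranged from -1.69 to 0.09 with AGN193109. Csn3, kappa-casein, had -1.54 (standard error 0.22, adjusted p = 0.0623) and -1.12 (standard error 0.21, adjusted p = 0.288). Galns, a lysosomal sulfatase, had -1.18 (standard error 0.17, adjusted p = 0.0623) and -0.76 (standard error 0.12, adjusted p = 0.143). Muc20, a mucin, had -1.06 (standard error 0.38, adjusted p = 1.00) and -1.12 (standard error 0.27, adjusted p = 0.697), and its level with AGN193109 and tRA differed from that with AGN193109 alone by 0.18 (standard error 0.38, adjusted p = 1.00). Clca3b, called Clca4 in the paper, fell by 1.05 with AGN193109 (standard error 0.13, adjusted p = 0.0228) and had -0.83 with DEAB (standard error 0.42, adjusted p = 1.00). Its call ended without any 1 of 8 arrays and with all 18 arrays. Much of the spread was between replicates of different numbers. Once replicate number was a block, the adjusted p with AGN193109 was 1.2e-04 for Cpm, 2.5e-04 for Tns1, 0.0062 for Csn3, 0.0011 for Galns and 0.0032 for Muc20. With DEAB it was 1.7e-04, 0.0032, 0.0025, 0.0212 and 0.0083.

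**Figure D3:**
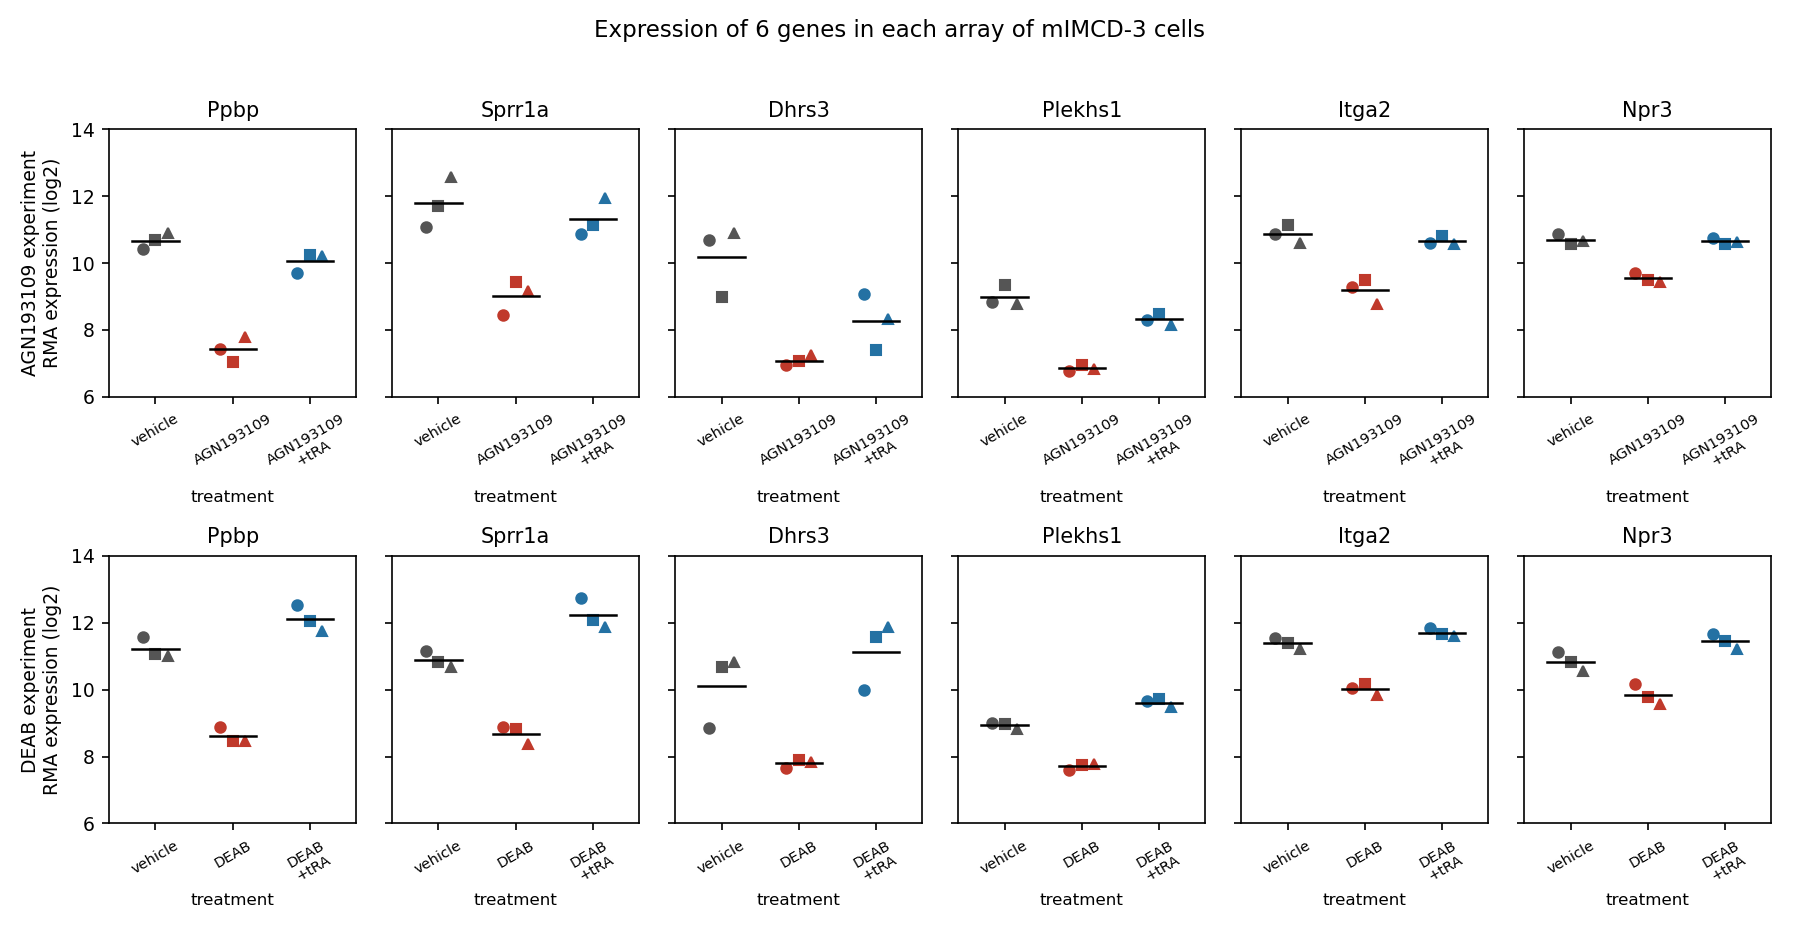
Log2 level per array (y axis) of Ppbp, Sprr1a, Dhrs3, Plekhs1, Itga2 and Npr3 in the groups of the AGN193109 experiment (upper panels) and the DEAB experiment (lower panels). Circles, squares and triangles are replicates 1, 2 and 3 and the line is the mean, and the vehicle arrays of Dhrs3 spread more widely than those of the other genes.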

The top 20 most highly regulated genes shortlisted from the microarray experiments were all down-regulated by AGN193109 and by DEAB. Regulation of these genes was validated by RT-qPCR. As shown in Table 3, among the 20 genes examined, 19 were significantly down-regulated by AGN193109; suppression of all these genes, except Muc20, was at least partially abolished in the presence of exogenous tRA. The same 19 genes were also significantly down-regulated by DEAB and suppression was abolished in the presence of exogenous tRA. Thus, while Csn3, which was not amplified, and Muc20 need further investigation, the remaining 18 genes, along with Bmp7 and Foxa1 examined in the pilot study, were confirmed as specific target genes of endogenous tRA/RARs.

**Table 3:** Validation of top 20 most down-regulated genes.

	Gene Symbol	AGN193109	AGN193109+tRA	DEAB	DEAB+tRA
1.	Dhrs3	0.01±0.0009***	0.14±0.0495∧∧∧ **	0.04±0.0052***	2.88±0.4050+++ **
2.	Sprr1a	0.05±0.0126***	0.60±0.0575∧∧∧	0.15±0.0195***	4.11±0.3857+++ ***
3.	Ppbp	0.07±0.0056***	0.73±0.0586∧∧∧ *	0.14±0.0129***	2.56±0.1259+++ ***
4.	9930023K05Rik	0.12±0.0072***	0.63±0.0326∧∧∧ **	0.28±0.0270***	2.09±0.1978+++ **
5.	Cpm	0.13±0.0217***	0.47±0.0053∧∧ *	0.31±0.0240***	1.48±0.0393+++ **
6.	Tns1	0.14±0.0282**	0.37±0.0587∧ *	0.32±0.0272***	1.52±0.0506+++ *
7.	Lcn2	0.17±0.0090***	0.70±0.0604∧∧∧ *	0.26±0.0057***	1.53±0.1460+++ *
8.	Itga2	0.19±0.0360**	0.90±0.1579∧∧	0.27±0.0064***	1.44±0.1289+++ *
9.	Npr3	0.21±0.0356**	0.93±0.1878∧∧	0.35±0.0374**	2.09±0.1123+++ **
10.	Klhdc7a	0.21±0.0110**	0.43±0.0740∧ *	0.34±0.0249***	1.27±0.0792+++
11.	Sorcs2	0.25±0.0625**	0.68±0.0667∧	0.34±0.0026***	1.34±0.1383+++
12.	Clca4	0.26±0.0526***	1.70±0.3294∧∧∧	0.53±0.0504**	2.69±0.1611+++ **
13.	2310007B03Rik	0.25±0.0269***	0.55±0.0100∧∧ **	0.59±0.0356**	1.12±0.0751++
14.	Muc20	0.31±0.0248***	0.41±0.0573**	0.36±0.0440**	1.21±0.0852++
15.	Upk3b	0.35±0.0061***	0.65±0.0077∧∧∧	0.58±0.0125***	1.16±0.0190+++ **
16.	Galns	0.37±0.0007***	0.69±0.0407∧∧	0.44±0.0507**	1.16±0.1101+++
17.	Slc37a1	0.40±0.0781**	0.76±0.0342∧	0.61±0.0181***	1.30±0.0573+++ **
18.	Ebf1	0.44±0.0681**	0.80±0.0313∧	0.54±0.0237**	1.55±0.1321+++ **
19.	Hrsp12	0.52±0.0435**	0.80±0.0561∧∧	0.57±0.0382**	1.19±0.0826+++
20.	Csn3	NA	NA	NA	NA

Shown here are means of gene expression levels relative to vehicle control group ± standard errors (SE); the vehicle control group was normalized as 1. Taking Dhrs3 expression as an example, 0.01 and 2.88 in the AGN193109 group and the DEAB+tRA group indicate 100-fold reduction and 2.88-fold induction relative to the vehicle group, respectively.

* p<0.05 vs vehicle,

** p<0.01 vs vehicle,

*** p<0.001 vs vehicle;

∧ p<0.05 vs AGN193109,

∧∧ p<0.01 vs AGN193109,

∧∧∧ p<0.001 vs AGN193109;

+ p<0.05 vs DEAB,

++ p<0.01 vs DEAB,

+++ p<0.001 vs DEAB; NA: Not amplified.

### Gene Ontology Analysis

The 125 candidate target genes of endogenous tRA/RARs were subjected to GeneGO Metacore™ analysis to determine if they are enriched for a particular set of biological processes and diseases. As shown in Table S4, the top 50 biological processes in which the candidate target genes are involved can be broadly categorized into six main groups: 42% of the top 50 biological processes are under the umbrella of developmental processes or morphogenesis, 20% are in cell fate determination, 16% are in response towards stimuli, 14% are in regulation of signal transduction, 4% are in cell communication, and the remaining 4% are in other processes (Figure 6A). These genes were also reported to be dysregulated in some diseases, including fibrosis, wounds healing, immune system diseases, and renal inflammation (Figure 6A).

**Figure 6:**
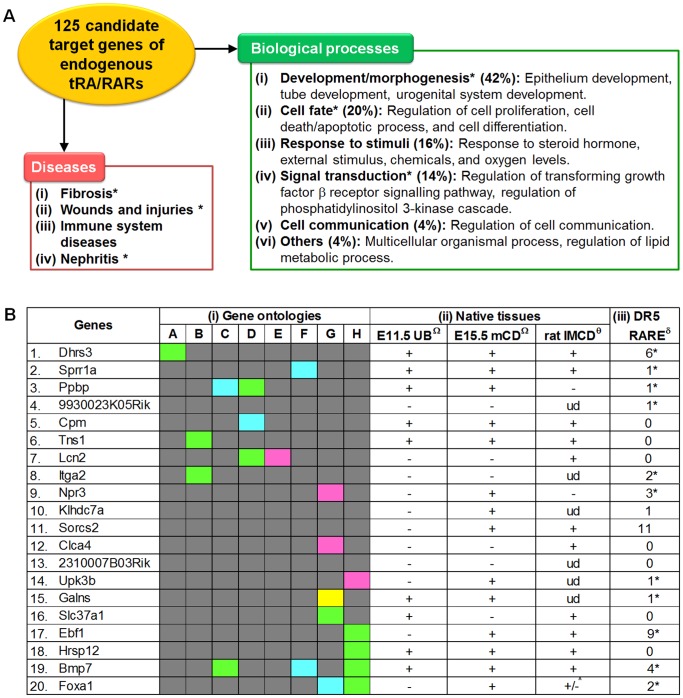
Gene ontologies, expression in native tissues, and presence of retinoic acid response element (RARE). A. Enrichment analysis on the 125 candidate target genes showed that they are associated with many biological processes (green box) and diseases (red box), some of which are highly relevant to renal physiology and pathology. Those marked with an asterisk were reported to be associated with tRA/RAR signaling. The full list of gene ontologies for the 125 candidate target genes are in Table S4. **B.** (**i**) The 20 validated target genes of endogenous tRA/RARs were reported to be involved in retinol metabolism (A), cell-cell, cell-substrate interaction (B), ureteric bud branching (C), immune/inflammatory processes (D), oxidative stress (E), repair/regeneration (F), ion/solute/water transport and metabolism (G), and gene transcription/translation (H); functions of 9930023K05Rik, Klhdc7a, Sorcs2, and 2310007B03Rik are not yet known. Pink: GeneGO Metacore™, Yellow: DAVID [50], Green: GeneGO Metacore™ and DAVID, Blue: additional literature review [20], [22], [45], [48], [51], [52], [53]. The full list of gene ontologies for the 20 validate target genes are in Table S5. (**ii**) Expression of the validated genes in native samples, available through Gene Expression Omnibus datasets (Ω: GSE6290, θ: GSE7891), was reviewed. E11.5 UB: embryonic day 11.5 ureteric bud cells from mice (three samples), E15.5 mCD: embryonic day 15.5 medullary collecting duct cells from mice (three samples), rat IMCD: inner medullary collecting duct cells from rat (one sample from 6-week-old and two samples from 10-week-old). +: present, −: absent, ud: undetermined; ?: present in 6-week-old sample but absent from 10-week-old samples. (**iii**) The number of direct-repeat 5 (DR5) RARE that are present in the validated genes in whole mouse genome is summarized here, based on report from Lalevee et al. [4]. *: At least one of the DR5 RAREs is present within 10 kb from transcriptional start site and from gene end.

Expression of the validated genes in native tissues was determined using two GEO series deemed relevant to mIMCD-3 cells: (i) E11.5 mouse UBs and E15.5 mouse medullary CD cells (GEO accession: GSE6290), contributed by GenitoUrinary Development Molecular Anatomy Project (GUDMAP) (http://www.gudmap.org/), and (ii) inner medullary CD cells derived from 6- and 10-week-old rat kidney (GEO accession: GSE7891), contributed by Uawithya et al [28]. There were three biological replicates in each of the database; a gene was considered as positively expressed if at least two out of three replicates had positive hybridization signal. As shown in Figure 6B, expression of all the 20 genes, except for 9930023K05Rik, 2310007B03Rik, and Itga2, was found in at least one native sample of UB/CD cells. In addition, by referring to a recently published database of DR5 RARE in mouse whole genome [4], it was found that 13 out of the 20 validated genes contain at least one DR5 RARE. Of these 13 genes, 11 of them have at least one DR5 RARE within 10 kb from the transcription start sites and from gene ends (Figure 6B), which are regions deemed highly relevant for transcriptional activity modulation [4].

Gene ontologies for each validated gene were also examined and classified since these genes showed the greatest amount of change (Figure 6B). These genes were reported to be involved in regulating the conversion of tRal into tRol (Dhrs3), regulating UB branching and kidney development (Ppbp and Bmp7), maintaining CD cell polarity and integrity by regulating cell-cell and cell-substrate interactions (Tns1 and Itga2), regulating cellular responses to stress and modulating tissue repair (Sprr1a, Cpm, Lcn2, and Bmp7), regulating water and solute transport mechanisms, and kidney stone formation (Npr3, Foxa1, Clca4, Slc37a1, and Galns). The known functions of these identified tRA/RAR target genes might help in understanding how tRA/RARs function at the molecular level in the UB/CD cell lineage and guide future studies. In addition, further studies of the function of some genes with unknown functions (9930023K05Rik, Klhdc7a, Sorcs2, and 2310007B03Rik) or functions not yet associated with UB/CD cells and the kidney (Ebf1, Upk3b, and Hrsp12) might not only help to better understand the functions of these genes, but also might help to discover novel functions of the UB/CD cell lineage. The complete list of gene ontologies of the validated genes was listed in Table S5.

## Discussion

In this study, we have detected the presence of constitutive RAR activation following continuous stimulation by endogenous tRA in mIMCD-3 cells (Figure 2). Specifically, AGN193109 and DEAB treatment reduced RARE-luciferase activity, indicating the presence of basal tRA/RAR signaling in mIMCD-3 cells; this effect was abolished by exogenous tRA, in a dose-dependent manner, confirming the specificity of AGN193109 and DEAB. Interestingly, exogenous tRA treatment alone resulted in only weak induction of RARE-luciferase activity, although induction was 1.75-fold higher compared with the vehicle control group when exogenous tRA and DEAB were added simultaneously to the cells. We interpreted this to mean that there was already constitutive RAR activation by endogenous tRA in mIMCD-3 cells and that further activation was limited by low cellular uptake of exogenous tRA, availability of RARs and/or transcriptional co-regulators. On the other hand, when endogenous tRA synthesis was abolished by DEAB, enhanced cellular uptake of exogenous tRA and/or enhanced expression of RARs and co-factors might have taken place, thus potentiating RARE-luciferase induction to significantly higher than the basal level (Figure 2 Bii). Thus, for cells with constitutively active endogenous tRA/RAR signaling such as mIMCD-3 cells, instead of treating them directly with exogenous tRA or RAR agonists to identify tRA/RAR target genes, it would be more appropriate to determine genes differentially regulated when endogenous tRA/RAR signaling was inhibited (Figure 1).

By treating mIMCD-3 cells with AGN193109 and DEAB, with and without exogenous tRA, we were able to catalogue a list of candidate target genes specifically regulated by both endogenous tRA and RARs. Note that when all shortlisted genes were overlapped directly the intersected genes appeared to be the minority (Figure 4A). However, only when the top 20 and top 10 most highly regulated genes were overlapped, did the intersected genes become the majority (Figure 4B and 4C). This finding was also reflected by the greater fold-changes observed for the intersected genes compared with the non-intersected genes (Figure 4A). Thus, the data suggest that RAR-independent tRA signaling or tRA-independent RAR signaling might regulate specific gene subsets, respectively. Nonetheless, genes most dependent on retinoid signaling in mIMCD-3 cells were those regulated by the canonical tRA/RAR signaling. We also found that endogenous tRA/RAR signaling plays a primary role as “inducer” to support gene expression, rather than as “suppressor” to inhibit gene expression in mIMCD-3 cells, since genes suppressed by AGN193109 and by DEAB greatly exceeded genes induced by AGN193109 and by DEAB, in number of genes and magnitude of regulation (Figure 5).

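Over all 23410 clusters, lower expression with an inhibitor was the more frequent call. With AGN193109, limma called 15 clusters lower and 1 higher than vehicle, and with DEAB 8 lower and none higher. With the replicate number as a block, the numbers were 87 lower and 20 higher, and 66 lower and 5 higher. Fold changes of 2 or more, called or not, were found in 24 clusters lower and 1 higher with AGN193109, and in 15 lower and none higher with DEAB. Upk3b, a uroplakin, was among the former at a log2 fold change of -1.04. The distribution of all clusters was close to symmetric, as 95% of them lay between -0.23 and 0.25 with AGN193109 and between -0.20 and 0.18 with DEAB. The excess of lower clusters was found among the calls and among changes of 2-fold or more. Changes between the central range and 2-fold were not counted by direction. Values of the compared groups did not overlap in 6.02% of clusters with AGN193109 and 6.89% with DEAB, against 10% that chance gives with 3 exchangeable arrays per group, which the resemblance by replicate number does not make them. When tRA was added to DEAB, calls went both ways, and changes of 2-fold or more were found in 22 clusters higher and 4 lower. Sox8, a transcription factor of the ureteric bud, rose by 0.60 (standard error 0.05, adjusted p = 0.0031), and Atp6v0a4, a subunit of the proton pump of intercalated cells, fell by 0.57 (standard error 0.04, adjusted p = 0.0012). Without vehicle replicate 1, 7 clusters were called with AGN193109, the lowest number for any 1 array left out. From the number and size of the suppressed genes, the paper concludes that tRA and RARs act mainly as an inducer in these cells.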

Among the 20 validated target genes of endogenous tRA/RARs, including Foxa1 and Bmp7 identified in the pilot study (Figure 6B), some were reported to be regulated by tRA and/or RARs in previous reports, i.e., Dhrs3 (up-regulated) [29], [30], Sprr1a (down-regulated) [31], [32], Cpm (down-regulated) [33], Itga2 (up-regulated) [34], Ebf1 (up-regulated) [35], Lcn2 (up-regulated) [36], Bmp7 (up-regulated) [24], and Foxa1 (up-regulated) [25]. The remaining genes, i.e., Ppbp, 9930023K05Rik, Tns1, Klhdc7a, Sorcs2, 2310007B03Rik, Galns, Npr3, Clca4, Upk3b, Slc37a1, and Hrsp12, represent novel target genes of endogenous tRA/RARs, at least in mIMCD-3 cells. Except for 9930023K05Rik, 2310007B03Rik, and Itga2, all validated genes are expressed in native samples of UB/CD cells, suggesting that they are of physiological relevance. We also noted that half of these genes contain at least one DR5 RARE; among them, almost all have at least one DR5 RARE within 10 kb from transcription start sites and from gene ends, which are the regions deemed most relevant for transcriptional activity modulation [4]. These genes might have been regulated via their DR5 RARE(s), although other mechanisms, e.g., through other forms of RARE or though RARE-independent mechanisms, might also be involved. It is also worth noting that several well-established target genes of tRA that have more than one functional DR5 RAREs, e.g., Rarb and Cyp26a1 [25], were not shortlisted in the microarray experiments. 

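Rarb and Cyp26a1 were dim on these arrays and no comparison called them. Rarb, a retinoic acid receptor, lies on chromosome 14 of GRCm38 from 16430839 to 17082331 and is measured by transcript cluster 10417713. Its log2 level was 6.24 ± 0.16 (SD, n = 3) with vehicle, 6.11 ± 0.10 (SD, n = 3) with AGN193109 and 6.14 ± 0.06 (SD, n = 3) with AGN193109 and tRA. In the DEAB experiment, it was 6.40 ± 0.05 (SD, n = 3) with vehicle, 6.29 ± 0.13 (SD, n = 3) with DEAB and 6.58 ± 0.12 (SD, n = 3) with DEAB and tRA. The last 2 differed by 0.29 (standard error 0.08, adjusted p = 0.378 from limma). Cyp26a1, an enzyme that hydroxylates tRA, lies on chromosome 19 from 37697738 to 37701536 and is measured by cluster 10462853. Its level was 6.03 ± 0.07 (SD, n = 3) with vehicle, 5.92 ± 0.03 (SD, n = 3) with AGN193109 and 5.98 ± 0.07 (SD, n = 3) with AGN193109 and tRA. With DEAB, it was 6.04 ± 0.06 (SD, n = 3), and 6.24 ± 0.22 (SD, n = 3) with tRA added, a difference of 0.19 (standard error 0.10, adjusted p = 0.850).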

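Stra6, the receptor for retinol-binding protein, had the largest log2 fold change after Dhrs3 among 46 genes of retinoid transport, metabolism and reception when tRA was added to DEAB, at 0.93 (standard error 0.19, adjusted p = 0.132 from limma, n = 3 arrays per group). Its difference between DEAB and vehicle was -0.48 (standard error 0.19, adjusted p = 1.00). Dhrs9, a retinol dehydrogenase, had 0.67 with AGN193109 (standard error 0.28, adjusted p = 1.00) and -0.39 when tRA was added to DEAB (standard error 0.07, adjusted p = 0.0694). Aldh1a3, which makes tRA, had 0.36 with AGN193109 (standard error 0.09, adjusted p = 0.668) and 0.12 with DEAB (standard error 0.08, adjusted p = 1.00). Rarg had -0.31 with AGN193109 (standard error 0.09, adjusted p = 1.00) and 0.02 with DEAB (standard error 0.06, adjusted p = 1.00). The 46 genes were listed before the data were examined, and none was called over all clusters in any of the 6 comparisons. When adjusted over the list alone, 1 was lower with AGN193109, and with tRA added to DEAB 2 were higher and 1 was lower. The list as a group had an adjusted p of 0.541 with AGN193109 and 0.121 with tRA added to DEAB, from camera in limma. After blocking on replicate number, the adjusted p over all clusters was 0.0294 for Stra6 with AGN193109 and 0.0021 when tRA was added to DEAB, and the calls over all clusters were 2 in each of these comparisons, the other being Dhrs3.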

In fact, there was no statistically significant difference in the retinoid binding proteins, metabolizing enzymes, and the retinoid nuclear receptors, between the vehicle, inhibitors alone, and inhibitors with exogenous tRA groups, as shown in the microarray data. This could be explained by the cell type-dependent activity of tRA, but treatment length might also have an impact. Additional studies at earlier and later time points should complement the existing profile of endogenous tRA/RAR target genes in mIMCD-3 cells.

Among the top 50 biological processes that were significantly enriched (Figure 6A), 42% was within the category of development and morphogenesis, in agreement to the established role for tRA as a morphogen. Apart from kidney development and other previously reported tRA/RAR-dependent biological processes [7], [37], these genes are also involved in responses to external stimuli, including oxygen levels, hormones, and chemicals, consistent with the functions of CD cells to withstand the highly variable oxygen levels, particularly in the medulla, as well as in regulating water and solute transport.

Besides the classical functions of CD cells, emerging publications are suggesting novel functions for these cells, e.g., in regulating inflammation, epithelial-mesenchymal transition and fibrogenesis [38], [39], as well as in defense against bacterial infection [40], etc. Moreover, post-natal vitamin A deficiency has been associated with renal anomalies, including increased incidence of pyelonephritis, kidney inflammation and fibrosis, polyuria and dysregulated urinary ion/solute content, urolithiasis, and delayed tissue repair [7], [41], [42], [43], [44]. Thus, the roles for the tRA/RAR target genes identified in this study in the aforementioned renal anomalies associated to post-natal vitamin A deficiency deserve further studies.

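On the arrays, Ppbp fell furthest with both inhibitors. It is on chromosome 5 of GRCm38 from 90768518 to 90770063, in a cluster of chemokine genes, and is measured by transcript cluster 10523128. Its log2 level was 10.67 ± 0.25 (SD, n = 3) with vehicle, 7.42 ± 0.38 (SD, n = 3) with AGN193109 and 10.05 ± 0.30 (SD, n = 3) with AGN193109 and tRA. In the DEAB experiment, it was 11.22 ± 0.32 (SD, n = 3) with vehicle, 8.60 ± 0.25 (SD, n = 3) with DEAB and 12.10 ± 0.38 (SD, n = 3) with DEAB and tRA. The log2 fold change with DEAB was -2.62 (standard error 0.22, adjusted p = 0.0042 from limma), a call that ended without DEAB replicate 2. Sprr1a encodes a protein of the cornified envelope and lies on chromosome 3 from 92483954 to 92485881, measured by cluster 10499899. Its level was 11.79 ± 0.75 (SD, n = 3) with vehicle and 9.01 ± 0.51 (SD, n = 3) with AGN193109, a difference of -2.78 (standard error 0.40, adjusted p = 0.0623). With AGN193109 and tRA, it was 11.32 ± 0.56 (SD, n = 3). With DEAB, it fell from 10.89 ± 0.24 (SD, n = 3) to 8.68 ± 0.28 (SD, n = 3), a difference of -2.21 (standard error 0.23, adjusted p = 0.0184), and with tRA it was 12.23 ± 0.45 (SD, n = 3). This call ended without any 1 of 7 arrays. In the fit with replicate number as a block, Sprr1a had an adjusted p of 0.0011 with AGN193109 and of 0.0075 when tRA was added to it. The levels with DEAB and tRA stood above vehicle by 0.89 for Ppbp (standard error 0.22, adjusted p = 0.781) and 1.34 for Sprr1a (standard error 0.23, adjusted p = 0.551), and with the block both had an adjusted p of 0.0260.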

Among the validated target genes, the top three genes that were most dramatically regulated by tRA/RARs could have important roles in mediating the biological processes and diseases mentioned above. For instance, Ppbp could be regulating kidney development [45], inflammation [46], and defense against bacterial infection [47]; Sprr1a is another gene highly dependent on tRA/RAR signaling in mediating tissue repair and regeneration [48] relevant to kidney injury. It is important that while some validated genes, e.g., Dhrs3, Cpm, and Tns1, are expressed as cellular components, other genes, e.g., Ppbp and Lcn2, are expressed as secreted proteins. This supports the view that tRA/RARs not only regulate CD cell function in an autocrine manner, but also modulate the function and health of the kidney or the whole body in a non-autocrine manner. The importance of tRA/RAR signaling in CD cells is also supported by the regulation of Dhrs3 by AGN193109, DEAB and exogenous tRA. 

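Dhrs3, on chromosome 4 of GRCm38 from 144892534 to 144928209 and measured by transcript cluster 10510129, was low with both inhibitors and variable without them. Its log2 level was 7.08 ± 0.15 (SD, n = 3) with AGN193109 and 10.19 ± 1.06 (SD, n = 3) with vehicle, a difference of -3.10 (standard error 0.51, adjusted p = 0.118 from limma). The 3 vehicle arrays read 10.68, 8.97 and 10.91. With AGN193109 and tRA, it was 8.27 ± 0.83 (SD, n = 3), which differed from AGN193109 alone by 1.19 (standard error 0.51, adjusted p = 1.00) and from vehicle by -1.92 (standard error 0.51, adjusted p = 1.00). With DEAB, it was 7.79 ± 0.12 (SD, n = 3) against 10.12 ± 1.09 (SD, n = 3) in vehicle, a difference of -2.33 (standard error 0.58, adjusted p = 0.757). With DEAB and tRA, it was 11.14 ± 1.00 (SD, n = 3), a difference of 3.35 from DEAB alone (standard error 0.58, adjusted p = 0.0726). All vehicle arrays were above all arrays with inhibitor alone in both experiments. Once replicate number was a block, the adjusted p was 0.0110 with AGN193109, 0.0577 with DEAB and 0.0050 when tRA was added to DEAB. From the regulation of Dhrs3, the paper proposes a self-regulatory mechanism of tRA/RAR signaling in collecting duct cells.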

Dhrs3 is involved in converting retinaldehyde back to vitamin A to reduce tRA biosynthesis [30]. The pronounced regulation of Dhrs3 might represent a self-regulatory mechanism of endogenous tRA/RAR signaling in CD cells.

In summary, we have detected endogenous tRA/RAR activity in mIMCD-3 cells, an *in vitro* cell model of the UB/CD cell lineage. Using this model, a panel of genes regulated by both endogenous tRA and RARs has been identified. Many of these genes represent novel target genes of endogenous tRA/RARs. We propose that endogenous tRA/RARs may play crucial roles in kidney development and in maintaining normal function of CD cells and the kidney, at least in part, by regulating these tRA/RAR target genes. Given the complexity of retinoid signaling, which is highly dependent on cell type and environment, further studies are warranted to examine the regulation of these genes by tRA/RAR signaling *in vivo* and to explore the potential role of these endogenous tRA/RAR target genes in normal and abnormal renal function.

## Materials and Methods

### Cell Culture

mIMCD-3 cells (LGC Standards, Middlesex, UK) were routinely grown in DMEM-F12 (PAA Laboratories Ltd, Somerset, UK) containing penicillin (100 IU/ml), streptomycin (100 µg/ml) (PAA Laboratories Ltd) and amphotericin B (2.5 µg/ml) (Life Technologies Ltd, Paisley, UK) herein referred as complete medium, supplemented with 5% fetal calf serum (FCS; Life Technologies Ltd), at 37°C and 5% CO_2_.

### Immunocytochemistry

Cells were seeded at 6×10^5^ cells/35 mm^2^ dish in 2 ml complete medium, supplemented with 5% FBS. After an overnight culture until confluent, cells were fixed with 5% ice-cold formalin for 15 min on ice, followed by washing with three changes of PBS, 5 min each wash. Cells were then permeabilized with 0.1% Triton X-100 for 3 min and washed with three changes of PBS, 5 min each wash. After fixation and permeabilization, cells were incubated with 1% BSA for 2 h at room temperature to reduce non-specific antibody binding, followed by 1 h incubation of rabbit anti-AQP2 IgG (dilution 1∶150, Millipore, Watford, UK), or mouse anti-E-cad IgG2a (dilution 1∶50, BD Biosciences, Oxford, UK), at room temperature. Cells incubated with non-immune rabbit IgG and non-immune mouse IgG2a (Insight Biotechnology Ltd, Middlesex, UK) at the same concentrations served as negative controls for anti-AQP2 IgG and for anti-E-cad IgG2a, respectively. Cells were then washed with three changes of PBS, 5 min each wash, and were incubated with goat anti-rabbit conjugated with Alexa Fluor 488 (dilution 1∶1000, Life Technologies Ltd) for AQP2 detection or goat anti-mouse conjugated with Alexa Fluor 555 (dilution 1∶1000, Life Technologies Ltd) for E-cad detection, for 1 h at room temperature. At the end of secondary antibody incubation, cells were washed with three changes of PBS, 5 min each wash. One milliliter of fresh PBS was then pipetted onto the cell monolayer and fluorescence microscopy was performed immediately.

### Microscopy

Phase-contrast and fluorescence microscopy was performed on a Nikon Eclipse TE2000-S epifluorescence microscope equipped with a standard RGB filter wheel (Nikon Instruments Europe B.V., Amstelveen, The Netherlands). Images were captured with a DXM1200F Nikon digital camera (Nikon UK Limited, Surrey, UK), then processed and merged with Adobe Photoshop (Adobe Systems Europe Ltd, Uxbridge, UK).

### Reagents

tRA (Sigma-Aldrich Company Ltd, Dorset, UK) was reconstituted in 100% ethanol to 10 mM; DEAB [19] (Sigma-Aldrich Company Ltd) was reconstituted in 100% dimethylsulphoxide (DMSO) (Sigma-Aldrich Company Ltd) to 25 mM; AGN193109 [18], was reconstituted in 100% DMSO to 1 mM. All reagents were first diluted with their respective diluents to 1000× more concentrated than the working concentration, then diluted 1000× with culture medium to the working concentrations immediately before treatment was commenced. Control groups were treated with 0.1% ethanol and/or 0.1% DMSO.

### Transient Transfection

Lipofectamine™ LTX, Plus™ reagents and Opti-MEM® I Reduced Serum Medium (Life Technologies Ltd) were used in transient transfection of plasmid DNA according to the manufacturer’s instructions. pmaxGFP (Lonza Wokingham Ltd, Berkshire, UK) was used to assess transfection efficiency; the transfection efficiency was estimated to be around 70% (Figure S1). pGL3-RARE-luciferase plasmid [49], was used to assess RAR-dependent endogenous tRA activity. pCI-β-galactosidase plasmid (Promega, Madison, USA) was used for normalization of RARE-luciferase activity. Background signal was determined from wells treated with transfection medium only without plasmid DNA. Ratio of pGL3-RARE-luciferase: pCI-β galactosidase was 5∶1 when co-transfected into mIMCD-3 cells. Cells were lysed with Reporter Lysis Buffer (Promega UK, Southampton, UK); luminescence signal was detected with Luciferase Assay System and Beta-Glo® Assay System (Promega UK) and was expressed as relative light unit (RLU). RLU of treatment group was normalized to vehicle control group and expressed as fold-change.

### RNA Extraction and Reverse Transcription-quantitative Polymerase Chain Reaction (RT-qPCR)

Total RNA was extracted using RNeasy® Mini Kit and QIAshredder spin column (Qiagen Ltd, West Sussex, UK) following manufacturer’s protocol. Quantity and quality of total RNA was determined with a NanoDrop® ND-1000 machine (Labtech International Ltd, East Sussex, UK); an absorbance ratio of 260/280 and 260/230 for all total RNA samples were within the range of 1.8–2.0. Reverse transcription was performed using Oligo-d(T) primer and Omniscript® Reverse Transcription Kit (Qiagen Ltd) following manufacturer’s protocol. qPCR was performed using Taqman® universal master mix and Taqman® Gene Expression Assays (Life Technologies Ltd), as listed in Table 4. Conditions for qPCR reactions were as follows: 50°C for 2 min, 95°C for 10 min, 40 cycles of 95°C for 15 s and 60°C for 1 min. Gene expression was computed using the 2−^ΔΔ^CT formula with glyceraldehyde 3-phosphate dehydrogenase (Gapdh) as an internal control; gene expression of the vehicle control group was normalized as 1. Expression of Gapdh was found to be stable across all experimental groups (Figure S2).

**Table 4:** Assay ID and amplicon length of Taqman® Gene Expression Assays used.

	Gene	Assay ID	Amplicon length
1.	Bmp7	Mm00432101_m1	82
2.	Clca4	Mm00519742_m1	68
3.	Cpm	Mm01250796_m1	63
4.	Csn3	Mm02581554_m1	99
5.	Dhrs3	Mm00488080_m1	84
6.	Ebf1	Mm00432948_m1	59
7.	Foxa1	Mm00484713 _m1	68
8.	Galns	Mm00489576_m1	80
9.	Gapdh	Mm99999915 _m1	107
10.	Hrsp12	Mm00476177_m1	73
11.	Itga2	Mm00434371_m1	63
12.	Klhdc7a	Mm00557861_s1	117
13.	Lcn2	Mm01324470_m1	84
14.	Muc20	Mm00524818_m1	65
15.	Npr3	Mm00435329_m1	63
16.	Pax2	Mm01217939_ m1	55
17.	Ppbp	Mm00470163_m1	62
18.	Slc37a1	Mm00461949_m1	78
19.	Sorcs2	Mm00473050_m1	64
20.	Sprr1a	Mm01962902_s1	94
21.	Tns1	Mm00452886_m1	91
22.	Upk3b	Mm00558406_m1	89
23.	Wnt7b	Mm00437357_ m1	88
24.	9930023K05Rik	Mm00554061_m1	110
25.	2310007B03Rik	Mm00549644_m1	73

### Microarray

Samples were prepared using Ambion® WT kit (Life Technologies Ltd), Affymetrix fragmentation and labeling kit, and Affymetrix wash, stain, and hybridization kit (Affymetrix UK Ltd, High Wycombe, UK). Mouse Gene 1.0 ST array (Affymetrix UK Ltd) was used for gene expression profiling. Agilent Nano Chip and bioanalyser (Agilent Technologies UK Ltd, Edinburgh, UK) were used to assess the quality of total RNA; there was no evident of RNA degradation, as shown in Figure S3. Nucleotide size of sense-cDNA was also examined before and after fragmentation. An Affymetrix® Gene Control Console software was used for data normalization using the Robust Multichip Average method. Candidate target genes were short-listed using an Qlucore Omics Explorer software with multiple comparison analysis, by using Foxa1 as the cut-off threshold of statistical significance (variance = 0.098, q = 0.65 for AGN193109 experiment; variance = 0.053, q = 0.30 for DEAB experiment). The RNA samples used for microarray experiments were subsequently used in the validation experiments.

### Gene Ontology Analysis

Gene ontology analysis was performed using Database for Annotation, Visualization and Integrated Discovery (DAVID) (http://david.abcc.ncifcrf.gov/) [50] and GeneGO Metacore™ (GeneGO Inc., St. Joseph, Michigan); additional literature reviews were performed to complement gene ontology analysis.

### Experimental Protocols

For reporter assays involving AGN193109 and tRA, mIMCD-3 cells were seeded into a 24-well plate at 4×10^4^ cells/well in 500 µl of DMEM-F12 medium without antibiotics and anti-mycotic, supplemented with 5% FCS. After culturing for 16–24 h to about 70% confluence, cells were co-transfected with pGL3-RARE-luciferase and pCI-β-galactosidase plasmids, and cultured for another 5 h. Medium was then changed to fresh complete medium supplemented with 1% FCS. After an overnight incubation, medium was changed to fresh complete medium supplemented with 1% FCS containing 1 µM AGN193109, with and without 0.01 µM, 0.1 µM, or 1 µM tRA, and cultured for 24 h. For reporter assays involving tRA alone, the protocol was similar as above, except that cells were treated with 0.001 µM, 0.01 µM, or 0.1 µM tRA for 24 h.

For reporter assays involving DEAB and tRA, mIMCD-3 cells were seeded into a 24-well plate at 2×104 cells/well in 500 µl of DMEM-F12 medium without antibiotics and anti-mycotic, supplemented with 5% FCS. Cells were cultured for 16–24 h to about 40–50% confluence, and medium was changed to fresh DMEM-F12 without antibiotics and anti-mycotic, supplemented with 1% FCS, and contained 25 µM DEAB or vehicle. Cells were then cultured for 16–24 h until about 70% confluence, after which medium changing was repeated as described above and cells were co-transfected with pGL3-RARE-luciferase and pCI-β-galactosidase plasmids. After an overnight incubation, medium was again changed to fresh DMEM-F12 without antibiotics and anti-mycotic, supplemented with 1% FCS, and contained 25 µM DEAB, with and without 0.0001 µM, 0.001 µM, 0.01 µM, or 0.1 µM tRA. Cells were then cultured for 24 h.

For RT-qPCR and microarray experiments, cells were seeded at 1.2–2×105 cells/35 mm^2^ dish in 2 ml complete medium, supplemented with 5% FCS. After an overnight culture, medium was changed to fresh complete medium supplemented with 1% FCS. After an overnight culture, medium was again changed to fresh complete medium supplemented with 1% FCS, containing 1 µM AGN193109 with and without 0.2 µM tRA, or 25 µM DEAB with and without 0.01 µM tRA, and cultured for 24 h.

Control groups were treated with vehicle in all aforementioned protocols. For reporter assays, three independent experiments, with triplicate or quadruplicate wells for each group, were performed. For microarray and RT-qPCR experiments, three independent experiments were performed.

### Statistical Test for Reporter Assay and qPCR

For reporter assays and RT-qPCR experiments, One-way Analysis of Variance (ANOVA) statistical analysis with Tukey post-test was performed on log-transformed fold-change values using GraphPad Prism, Version 4.0. p<0.05 was considered as statistically significant.

## Supporting Information

Figure S1 **Transfection efficiency assessed from green fluorescent protein (GFP) expression.** Around 60% to 70% of the total mIMCD-3 cells transfected with pmaxGFP plasmid expressed GFP (green). No GFP expression was observed in cells where only transfection reagents were added. Original magnification was 100×.
(TIFF) Click here for additional data file.

Figure S2 **Amplification plot of glyceraldehyde 3-phosphate dehydrogenase (Gapdh).** Expression of Gapdh did not vary much between the vehicle control group and 24 h treatment of AGN193109 with and without tRA (**A**), and of DEAB with and without tRA (**B**), evident by a tight overlapping amplification plots across all the samples. Representative amplification plots derived from technical triplicates of a single biological experiment are shown here.
(TIFF) Click here for additional data file.

Figure S3 **RNA integrity of samples for microarray experiments.** Integrity of RNA samples from AGN193109 experiment (**A**) and DEAB experiment (**B**) was examined with bioanalyser. The two sharp major peaks correspond to 18s and 28s ribosomal RNA, respectively. The high RNA Integrity Number (RIN) values, within the range of 9.70–10.00, suggest a good quality of RNA samples with minimum degradation of RNA. There is no evidence of genomic DNA contamination in the RNA samples, given the presence of thin and sharp 18s and 28s RNA peaks, as well as absence of additional peaks other than the expected ribosomal RNA peaks.
(TIFF) Click here for additional data file.

Table S1 133 intersected genes.
(XLS) Click here for additional data file.

Table S2 270 genes regulated by AGN193109.
(XLS) Click here for additional data file.

Table S3 306 genes regulated by DEAB.
(XLS) Click here for additional data file.

Table S4 Gene ontology for 125 candidate target genes.
(XLS) Click here for additional data file.

Table S5 Gene ontology for validated genes.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

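RNA of mIMCD-3 cells was measured on 18 Affymetrix Mouse Gene 1.0 ST arrays in 2 experiments of 9, each with 3 groups of 3 replicates: vehicle, inhibitor (AGN193109 or DEAB), and inhibitor with tRA. The authors normalized the arrays with the Robust Multichip Average in Affymetrix software and deposited the result as log2 values. The version of that software is not given in the sources used here. The levels spanned 3.83 to 12.2 in the AGN193109 experiment and 4.07 to 12.5 in the DEAB experiment (5th to 95th percentile). Array medians lay between 7.23 and 7.33, and between 7.48 and 7.51. Pearson correlations between arrays of one experiment were at least 0.985 and 0.993, and no arrays were identical. Each array was assigned to its group by its title. Some label fields of the AGN193109 arrays spell the compound differently, as AGN193110 or AGN193099, and the spelling of the titles, which is the paper's, was used. The vehicle arrays were assigned to their experiment by the form of their short names.

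The deposited values were used as they are. The table holds 35556 transcript clusters, of which 23410 carry a gene symbol in the array annotation and were tested, 21789 of them with 1 symbol and 1621 with several. The other 12146 were tested only in an alternative. Of the clusters with 1 symbol, 21698 were found in the RefSeq gene table by gene ID, all with an equal symbol, and 91 were not found. Positions are those of GRCm38. A comparison used the linear models of limma 3.58.1 in R 4.3.3, with group means in 1 fit per experiment, moderated variances and the Benjamini-Hochberg adjustment over all tested clusters. A cluster was called at an adjusted p under 0.05. The fit was repeated with replicate number as a block, because the residuals of arrays with the same number correlated above 0.1 in all 9 pairs of each experiment, with a range of 0.198 to 0.645 and of 0.179 to 0.614. The calls of both fits had been seen when this rule was applied. Pairs with different numbers had -0.575 to 0.205 and -0.511 to 0.312. The difference between the effects of AGN193109 and DEAB was an interaction contrast over the 18 arrays. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

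The study's shortlisting was rebuilt as an F-test over the 3 groups. Clusters were kept where their SD, divided by the largest SD, was at least 0.098 (AGN193109) or 0.053 (DEAB), and then where q was at most 0.65 or 0.30. These thresholds are the paper's, and the definition of the variance filter is a reading of its text, which does not define it. Gene lists were tested with camera in limma at its preset correlation of 0.01, adjusted over the lists of each comparison, and again with an estimated correlation and with fry. The lists were retinoid transport, metabolism and reception; genes known to be induced by retinoic acid; principal cell markers; intercalated cell markers; ureteric bud and kidney development; ERK pathway feedback; EGF receptor ligands; squamous differentiation; interferon response; NRF2 and glutathione; aldehyde dehydrogenases; cholesterol synthesis; unfolded protein response; hypoxia and glycolysis; TGF-beta and BMP signaling; integrins and laminins; cell cycle; housekeeping genes; and markers of other kidney and blood cells. The study's 94 suppressed genes, 31 induced genes, 270 genes for AGN193109 only and 306 genes for DEAB only were further lists, chosen by the study on these arrays. Of the last 3, 1, 17 and 17 clusters have no gene symbol and were left out. The paper's tables had been read when the lists were written.

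Genes were named by a rule fixed at the outset, apart from those said to be picked later. It takes every gene that the paper names for the arrays, the 10 largest rises and falls among called clusters with 1 symbol and no overlap between groups in each comparison, and up to 4 members of each list with the smallest adjusted p. A gene with several clusters is read from the one in the paper's Table S1 or else from the brightest. The alternatives were replicate number as a block, quantile normalization again, subtraction of array medians, dim clusters under the 30th percentile left out, all clusters with or without a symbol, only the 6 arrays compared, all 18 arrays in 1 fit, the trend and robust options of limma, and each array left out in turn. For the short-lists they were a moderated F-test, variance in place of SD, q before the filter, all clusters and the block. The block over all clusters (short-lists) and the block with an estimated correlation (gene lists) were added after the values were seen. With 3 arrays against 3, the smallest permutation p is 0.1, so p-values rest on the model. The number of arrays limits the precision.

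The tests were tried on simulated data, as 5 sets of 23410 clusters with 50 clusters changed by each of 4 fold changes. Between AGN193109 and vehicle, limma found 7.6% of clusters changed 1.3-fold, 44% of those changed 1.5-fold, 84.4% of those changed 2-fold and 98.4% of those changed 4-fold, and called 8 of 116050 unchanged clusters. Between DEAB and vehicle these shares were 40.4%, 71.2%, 95.2% and 99.6%, with 15 unchanged clusters called. With replicate number as a block, which moves the real counts from 16 to 107 and from 8 to 71, the share at 1.5-fold was 63.6% and 80%, with 26 and 39 unchanged clusters called. Of 200 unchanged lists of 30 genes, camera gave p under 0.05 for 2.5% and 2% at the preset correlation. With an estimated correlation it did so for 1% in each experiment. The simulated lists did not carry the correlation between genes of the real lists, such as 0.468 for the interferon genes in the AGN193109 experiment. These shares therefore do not show how often camera at the preset correlation passes unchanged lists of correlated genes. Luciferase assays, immunofluorescence and RT-qPCR of the paper were not analysed here, apart from the values of its Table 3.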

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

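The tests of receptor activity, of a loss of retinoid signaling, of whole replicates left out and of a shift at the level of the interferon genes were chosen after the results were seen. Without a block, the effects of the inhibitors differed in Plekhs1, Capn5 and Them6 when adjusted over a list of the study alone, and with a replicate block they differed in Cpm over all clusters. Plekhs1 had log2 fold changes of -2.12 with AGN193109 and -1.23 with DEAB, a difference of -0.89 (standard error 0.18, adjusted p = 0.0142 from limma over the study's 94 suppressed genes alone). Capn5, a calpain, had -0.80 and -0.31, a difference of -0.50 (standard error 0.12, adjusted p = 0.0308 over the list alone). Them6 had -0.61 and -0.23, a difference of -0.38 (standard error 0.10, adjusted p = 0.0409 over the list alone). Cpm had a difference of -1.16 (standard error 0.45, adjusted p = 0.204 over the list alone). Over all clusters the adjusted p of each was 1.00, and with replicate number as a block it was 0.0969 for Plekhs1, 0.124 for Capn5, 0.618 for Them6 and 0.0030 for Cpm. Cpm was the 1 cluster called over all clusters with the block, while over each list alone 36 of the 94 suppressed genes and 8 of the 30 induced clusters passed with it. The 94 genes were chosen on these arrays, and the inhibitors were given at 1 dose each.

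With DEAB and tRA, 87 of the study's 94 suppressed genes lay above vehicle, with a median log2 difference of 0.14. A choice of the genes on these arrays as the whole cause is argued against by the 87 clusters lower with AGN193109 in the replicate-block fit, chosen on other arrays, whose lowest median among the 3 replicate pairs was 0.15 (0.08 in the 24 of them outside the 94, of which 14 lay above vehicle). A shift of all clusters is argued against by their median of 0.0017, and a single replicate by the lowest pair median of the 94 genes, 0.11. What stays open is more receptor activity with 0.01 µM tRA than from the cells' own tRA, under which the induced genes would lie below vehicle, and their highest pair median was -0.18. The study chose the induced genes on these arrays, and raised clusters chosen on other arrays were not tested. The paper reported RARE-luciferase activity above vehicle when saturating tRA was added to DEAB, after a longer DEAB treatment. It proposes more uptake of tRA, or more receptors and co-factors, for that rise. Its RT-qPCR on the same RNA gave a median log2 difference from vehicle of 0.57 over 19 genes with DEAB and tRA. More receptor activity may be the explanation, and for the genes on these arrays it stays a hypothesis. Between DEAB+tRA and vehicle, 5 clusters were called with the replicate block and none without it (1403 had an unadjusted p under 0.05 in limma).

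Most genes that the study lists for 1 inhibitor had the same sign with the other. No response to DEAB of the 270 genes listed for AGN193109 only is argued against by the share of the same sign, at least 67.6% in each of the 3 replicate pairs of DEAB and vehicle arrays. No response to AGN193109 of the 306 genes listed for DEAB only is argued against by a share of at least 72.3%. An array-wide trend common to both experiments is argued against as the whole cause by 52.1% in the clusters of none of the study's lists. By replicate pair this share was at most 50.5% with DEAB and 58.6% with AGN193109. The pair with 58.6% was the one in which the listed genes had 72.3%. With the other inhibitor, 36 of the 253 clusters (35 of the same sign) and 49 of the 289 (48 of the same sign) had an unadjusted p under 0.05 in limma without a block, and none was called. With the replicate block these numbers were 87 and 101, and none of the 253 and 1 of the 289 was called. Whether the rest of the 2 lists respond more weakly or not at all stays open.

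Interferon response genes, which the paper does not discuss, lay below vehicle in all 4 treated groups. No gene of the list was called by limma without a block, and the median of 29 genes was -0.14 with AGN193109, -0.16 with AGN193109 and tRA, -0.12 with DEAB and -0.16 with DEAB and tRA, where 22, 28, 24 and 24 genes lay lower, but the list passed camera only with its fixed correlation (adjusted p = 0.530, 0.512, 0.452 and 0.438 with an estimated correlation). Without vehicle replicate 2 the medians of the AGN193109 experiment were 0.0555 and 0.0354, but the other arrays of that replicate were high too. Without the whole replicate the medians were -0.0264 and -0.188. For AGN193109 with tRA this argues against 1 replicate as the whole cause (upper quartile at most -0.0691 without any 1 replicate). For the other groups a high vehicle array cannot be told apart. The medians with DEAB and with DEAB and tRA were -0.0261 and -0.0674 without vehicle replicate 1 alone. They were -0.0609 and -0.0586 without the whole replicate 1. A shift of all clusters at the level of the interferon genes is argued against by the 0 of 10000 random lists matched on level with a median as low, which leave out the correlation between the genes of the list and say nothing of a shift of all dim clusters, since only 2 of the 29 genes lay under the 30th percentile. A loss of retinoid signaling that added tRA would restore is argued against as the whole cause, since the upper quartile of the change with tRA, 0.0011 and 0.0856, fell short of the median loss by 0.0313 or more, although Cxcl10, chosen after its values were seen, was at -0.49 and -0.51 with the inhibitors and 0.35 and 0.54 higher with tRA.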

How the results depend on the processing

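The replicate block with an estimated correlation (gene lists) and the replicate block over all clusters with or without a symbol (short-lists) were tests chosen after the values were seen. No called value of a named gene changed its sign under an alternative. The interferon medians of the AGN193109 experiment turned from -0.14 and -0.16 to 0.06 and 0.04 without vehicle replicate 2, and Capn5 with DEAB and tRA, not called, from 0.05 to -0.01 without DEAB+tRA replicate 3. Counts of called clusters are given for AGN193109 against vehicle (16), AGN193109+tRA against AGN193109 (5), AGN193109+tRA against vehicle (0), DEAB against vehicle (8), DEAB+tRA against DEAB (76) and DEAB+tRA against vehicle (0). With the replicate block they were 107, 19, 1, 71, 351 and 5, the interaction had 1 in place of 0, and the calls lower with both inhibitors were 45 in place of 3. Every cluster called without the block was called with it, so the block ended no call. With all clusters, annotated or not, the first 2 were 8 and 0 and DEAB+tRA against DEAB had 45. With all 18 arrays the first 2 were 54 and 9. With only the 6 arrays compared, AGN193109 against vehicle had 2, AGN193109+tRA against AGN193109 had 0, DEAB against vehicle had 5 and DEAB+tRA against DEAB had 25. With dim clusters left out DEAB against vehicle had 13, and with the trend and robust options DEAB+tRA against DEAB had 123. The cause was not tested. Quantile normalization again and subtraction of array medians moved no count beyond 1.5 times.

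Leaving out 1 array at a time gave 7 (without vehicle replicate 1) to 17 (without AGN193109+tRA replicate 1) calls for AGN193109 against vehicle, with 7 also without AGN193109 replicate 1, 8 without AGN193109 replicate 2 and 10 without vehicle replicate 3 or AGN193109 replicate 3. AGN193109+tRA against AGN193109 had 0 (without AGN193109+tRA replicate 2 or replicate 3) to 5, with 1 without AGN193109+tRA replicate 1 or AGN193109 replicate 2, 2 without AGN193109 replicate 1 and 3 without vehicle replicate 1 or AGN193109 replicate 3. DEAB against vehicle had 5 (without DEAB replicate 2) to 11. DEAB+tRA against DEAB had 22 (without DEAB+tRA replicate 2) to 64 (without vehicle replicate 3), with 38 without DEAB replicate 1, 42 without vehicle replicate 2, 26 without DEAB replicate 2, 27 without DEAB replicate 3 and 28 without DEAB+tRA replicate 3. The counts against vehicle with tRA and the interaction stayed at 0 in limma, and the calls lower with both inhibitors were 2 to 4.

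The short-list of the AGN193109 experiment, 32 clusters, had 134 with the moderated F-test, 17 with q before the filter, 919 with the replicate block and 500 with the block over all clusters. It had 9 (without vehicle replicate 1) to 51 (without vehicle replicate 2), with 19 without AGN193109+tRA replicate 2 and 21 without AGN193109 replicate 3. That of the DEAB experiment, 112 clusters, had 287 with the moderated F-test, 44 with variance in place of SD, 776 with the block and 520 with the block over all clusters. It had 43 (without DEAB replicate 2) to 124 (without vehicle replicate 3), with 48 without DEAB replicate 1, 74 without DEAB+tRA replicate 1, 44 without DEAB replicate 3 and 54 without DEAB+tRA replicate 3. Of the fixed gene lists, camera passed 10, 8, 5, 8, 8 and 6 in the 6 comparisons. With an estimated correlation these were 0, 0, 0, 0, 1 and 0, with fry 0, 0, 0, 1, 4 and 0, and with the block and an estimated correlation 0 in each. Mixed fry tests, in the same order, passed 7, 5, 0, 6, 12 and 2.

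Of 717 values of named genes, the block left 618 on their side of the threshold and brought 99 past it. Quantile normalization left 703 (4 lost, 10 gained), array medians 707 (2 lost, 8 gained), all 18 arrays 675 (18 lost, 24 gained) and the trend and robust options 704 (13 gained). Of 6453 values with 1 array left out, 6234 stayed, 204 were lost and 15 gained. Of 138 list values, 52 were lost with an estimated correlation. The 5th percentile of levels was 3.83 and 4.07 against medians of 7.29 and 7.50. Background may limit dim genes, but it was not measured.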

Differences from the paper's values

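The short-lists were compared at the thresholds the paper states. The paper's short-list of the AGN193109 experiment has 403 genes, and the rebuilt one 32 clusters. The paper's short-list of the DEAB experiment has 439 genes, and the rebuilt one 112. The paper's 133 genes in both short-lists compare with 11, its 125 of the same direction and reversed by tRA with 11, its 94 suppressed genes with 10 and its 31 induced genes with 1. The paper's 270 genes for AGN193109 only compare with 21, and its 306 genes for DEAB only with 101. The paper's q of 0.65 for Foxa1 in the AGN193109 experiment compares with 1.00. Of the alternatives set before the data were examined, the moderated F-test gave 225 clusters for DEAB only, within 1.5 times of the paper's 306. For every other count here, and for this one otherwise, the moderated F-test, variance in place of SD, q before the filter, all clusters, the replicate block and each array left out still differed by more. The q of Foxa1, not computed with variance in place of SD or with an array left out, differed by more with the other 4 alternatives, being 0.388 with the replicate block. The short-lists with the replicate block had 919 and 776 clusters and held all 385 and 421 of the paper's clusters with a gene symbol. With the block over all clusters, an alternative chosen after seeing the values that drops 0 of the paper's 403 and 1 of its 439 clusters, the sizes were 500 and 520, the values for both inhibitors 139, 132, 100 and 32, those for 1 inhibitor 361 and 381, and the q of Foxa1 0.621, all within 1.5 times of the paper's.

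In the paper's Table S1, the log2 fold changes of 2 genes in the DEAB experiment differ from the deposited values. For Capn5 with DEAB, the paper's fold gives -0.40 and the arrays -0.31 (standard error 0.08). Of the alternatives, leaving out vehicle replicate 1 (-0.34), DEAB replicate 2 (-0.31), vehicle replicate 3 (-0.32) or DEAB replicate 3 (-0.35) gave no difference beyond the error, while quantile normalization, array medians and the replicate block (-0.31) did. For Capn5 with DEAB and tRA, the paper's fold gives 0.31 and the arrays 0.052, and under every alternative the difference stayed. For Slc4a4, the paper's folds give 0.039 with DEAB and -0.16 with DEAB and tRA, and the arrays -0.45 and 0.28 (standard error 0.09), with opposite signs under every alternative. The paper's values for Capn5 lie within 0.001 of those of Dtx4 on the arrays (-0.40 and 0.31), and those for Slc4a4 within 0.001 of Map3k1 (0.04 and -0.16) and of Slc4a2 (0.04 and -0.16). All other folds of Tables S1, S2 and S3, for 133, 270 and 306 clusters, lay within 0.01 on the log2 scale.

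The paper states that genes of the lists for 1 inhibitor are not regulated by the other. The sign with the other inhibitor was the same in 80.2% and 81.3% of these clusters. In the interaction test of limma without a block, no cluster was called over all clusters (539 had an unadjusted p under 0.05). In simulated data that test found 5.2% of 1.3-fold differences, so the lack of calls does not show equal effects. With the replicate block, 1 was called over all clusters, and over each list alone 62 of the 253 clusters for AGN193109 and 0 of the 289 for DEAB differed (29 of these had an unadjusted p under 0.05). The paper states that no retinoid binding protein, enzyme or receptor differed with statistical significance between groups. None of 46 such genes was called over all clusters without a block, and with the replicate block, under which 107 clusters were called with AGN193109, Dhrs3 and Stra6 were called with AGN193109 and when tRA was added to DEAB.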

Other observations

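The comparison of arrays with RT-qPCR, the values of Dhrs3 in the vehicle arrays and the regroupings of the lists and overlaps that keep the replicate numbers apart were tests chosen after the paper's tables or the array values were seen. Bmp7, one of the genes of the paper's pilot RT-qPCR, had a log2 fold change of -0.73 with AGN193109 (standard error 0.24, adjusted p = 1.00 from limma) and -0.38 with DEAB (standard error 0.13, adjusted p = 1.00). After blocking on replicate number, the adjusted p was 0.0176 and 0.0905. When tRA was added, Bmp7 had 0.49 with AGN193109 (standard error 0.24, adjusted p = 1.00) and 0.60 with DEAB (standard error 0.13, adjusted p = 0.168). Pax2 had -0.05 with AGN193109 and -0.01 with DEAB, and Wnt7b had -0.09 and 0.02. Aqp2, the water channel of principal cells, had 0.16 and 0.02, and Cdh1 had 0.02 and -0.03. None of these was called. Gapdh, the reference gene of the RT-qPCR, has no cluster with a symbol here.

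For 19 genes of the paper's Table 3, the array and the paper's RT-qPCR values had the same sign in all 4 treated groups. The median log2 fold change on the arrays was -1.41 with AGN193109, -0.58 with AGN193109 and tRA, -1.08 with DEAB and 0.32 with DEAB and tRA, and the paper's RT-qPCR gave -2.25, -0.56, -1.56 and 0.57. The change was smaller on the array for 17, 12, 18 and 19 of the genes. Pearson correlations were 0.874, 0.971, 0.856 and 0.989 (permutation test, p = 1e-05, the smallest that 100000 resamples give, except 1e-04 with DEAB). The genes are not independent replicates. The paper took them from the largest array changes and measured the same RNA by both methods.

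Other splits of the arrays were compared with the real ones. For AGN193109 against vehicle, the real split of 6 arrays called 16 clusters and the highest of the other 9 of 10 splits called 0, and the real one alone (1) was as large. With AGN193109+tRA against AGN193109 these were 5 and 0 (1 as large), with DEAB against vehicle 8 and 1 (1 as large), and with DEAB+tRA against DEAB 76 and 0 (1 as large). For AGN193109+tRA against vehicle they were 0 and 1, and for DEAB+tRA against vehicle 0 and 0, with all 10 as large. Splits of 3 against 3 are too few for a share under 0.05. Among the 4 splits that part all 3 replicate pairs, the highest other was 0 in each comparison, and with replicate number as a block the real ones called 107, 19, 1, 71, 351 and 5 against 0. For the interaction, 0 clusters were called by limma (539 had an unadjusted p under 0.05), so all 100 drawn relabellings were as large by construction, which decides nothing, and the highest had 1. For the 3 clusters lower with both inhibitors, 1 of 100, the real one, was as large and the highest other had 0. Of these relabellings many part fewer replicate pairs than the real one. Only 16 splits part all pairs in both experiments, too few for a share under 0.05, and the highest other of them had 0. For the rebuilt short-list of the AGN193109 experiment, 32 clusters, 19 of 100 splits were as large and the highest had 6738, so chance cannot be excluded by them. A split by replicate number alone gave 7047, which points to a structure of the samples by replicate number. For that of the DEAB experiment, 112 clusters, 3 of 100 were as large, and the highest other, 3463, was the split by replicate number. In the 36 regroupings that keep 1 array of each replicate number in a group, the real one alone was as large in both, the highest other with 9 and 3. With the block, 5 of 36 regroupings of the AGN193109 arrays were as large as 919, the highest other with 4712, and 1 of 36 of the DEAB arrays, the real one, as large as 776, the highest other with 50. For the DEAB list, 1 of 36 is the smallest share these regroupings can give, and they were chosen after the values were seen. This argues against chance for the size of the DEAB list, but does not exclude it and says nothing of single members. For the AGN193109 list the tests differ.

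The following lists are reported as values. Camera passed genes known to be induced by retinoic acid in 4 of 6 comparisons, such as AGN193109 against vehicle, where 17 of 25 were lower (adjusted p = 0.0010, and adjusted p = 0.359 with an estimated correlation), and tRA added to DEAB, where 17 were higher (adjusted p = 1.5e-04, and adjusted p = 0.0608 with an estimated correlation). Adjusted over the list alone, 8 of these rose and 1 fell with tRA added to DEAB. Principal cell markers (22 genes) passed in none, with an adjusted p of 0.720 for AGN193109 and 0.748 for DEAB. Intercalated cell markers (18 genes) had 0.732 and 0.0729, passed with DEAB and tRA against vehicle, where 14 were higher (adjusted p = 0.0179, and adjusted p = 0.424 with an estimated correlation), and Atp6v0a4 fell when tRA was added to DEAB. Of 39 ureteric bud genes, 24 were lower with AGN193109 (adjusted p = 0.0021, and adjusted p = 0.359 with an estimated correlation), and Sox8 rose and Eya1 fell when tRA was added to DEAB (the call of Eya1 ended without any 1 of 7 of the 9 arrays). Of 28 genes of ERK feedback, 23 were higher with AGN193109, median 0.11 (adjusted p = 4.1e-06, and adjusted p = 0.359 with an estimated correlation). The 7 EGF receptor ligands had 0.333 with AGN193109 and 0.399 with DEAB, passed with AGN193109 and tRA against vehicle (adjusted p = 0.0213, and adjusted p = 0.225 with an estimated correlation), and Nrg1 rose when tRA was added to DEAB, a call that ended without any 1 of the 9 arrays. Of 41 genes of squamous differentiation, 27 were higher with DEAB although Sprr1a was lower (adjusted p = 0.0084, and adjusted p = 0.305 with an estimated correlation).

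Of 29 NRF2 and glutathione genes, 6 were lower with AGN193109 when adjusted over the list alone (camera adjusted p = 1.0e-04, and adjusted p = 0.457 with an estimated correlation), and Gsr and Osgin1 rose when tRA was added to DEAB (the call of Osgin1 ended without any 1 of 8 of the 9 arrays). The 20 aldehyde dehydrogenases, the family DEAB inhibits, had no call without a block, and an adjusted p of 0.732 with AGN193109 and 0.873 with DEAB. Over all clusters with replicate number as a block, 1 of them was called lower when tRA was added to DEAB. All 20 cholesterol synthesis genes were lower with AGN193109 and tRA than with vehicle, median -0.22 (adjusted p = 2.6e-14, and adjusted p = 0.225 with an estimated correlation). Of 27 genes of the unfolded protein response, 26 were lower with DEAB, median -0.11 (adjusted p = 2.4e-08, and adjusted p = 0.0670 with an estimated correlation), and 23 were higher when tRA was added (adjusted p = 3.7e-06, and adjusted p = 0.0845 with an estimated correlation). Of 31 hypoxia and glycolysis genes, 24 were lower when tRA was added to DEAB, Ndrg1 and Angptl4 among the calls (adjusted p = 1.4e-06, and adjusted p = 0.0326 with an estimated correlation, but 0.10 with the block as well, a test chosen after the values were seen). Of 36 TGF-beta and BMP genes, 25 were lower with DEAB (adjusted p = 0.0024, and adjusted p = 0.206 with an estimated correlation). Of 26 integrins and laminins, 15 were lower with AGN193109 (adjusted p = 0.0014, and adjusted p = 0.359 with an estimated correlation). Of 29 cell cycle genes, 24 were lower when tRA was added to DEAB (adjusted p = 1.9e-04, and adjusted p = 0.311 with an estimated correlation). The 10 housekeeping genes had 0.732 with AGN193109 and 0.110 with DEAB, and 25 markers of other kidney and blood cells had 0.732 and 0.490 and passed with DEAB and tRA against vehicle, where 17 were higher (adjusted p = 0.0132, and adjusted p = 0.449 with an estimated correlation). Several of these lists passed camera in further comparisons, and none of them passed there with an estimated correlation.

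The vehicle arrays with the highest interferon level also had the lowest Dhrs3. Relative to its experiment, the mean interferon level of vehicle replicate 2 of the AGN193109 experiment was 0.47, and Dhrs3 was 8.97 there against 10.68 and 10.91 in the other vehicle arrays. In vehicle replicate 1 of the DEAB experiment the interferon level was 0.24 and Dhrs3 was 8.86, against 10.66 and 10.83.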
